# The transcriptome variations of *Panaxnotoginseng* roots treated with different forms of nitrogen fertilizers

**DOI:** 10.1186/s12864-019-6340-7

**Published:** 2019-12-24

**Authors:** Xiaohong Ou, Shipeng Li, Peiran Liao, Xiuming Cui, Binglian Zheng, Ye Yang, Dahui Liu, Yun Zheng

**Keywords:** *Panax notoginseng*, Transcriptome, Nitrate, *ACLA-3*, Ammonium stress

## Abstract

**Background:**

The sensitivity of plants to ammonia is a worldwide problem that limits crop production. Excessive use of ammonium as the sole nitrogen source results in morphological and physiological disorders, and retarded plant growth.

**Results:**

In this study we found that the root growth of *Panax notoginseng* was inhibited when only adding ammonium nitrogen fertilizer, but the supplement of nitrate fertilizer recovered the integrity, activity and growth of root. Twelve RNA-seq profiles in four sample groups were produced and analyzed to identify deregulated genes in samples with different treatments. In comparisons to NH${~}_{4}^{+}$ treated samples, *ACLA-3* gene is up-regulated in samples treated with NO${~}_{3}^{-}$ and with both NH$_{4}^{+}$ and NO${~}_{3}^{-}$, which is further validated by qRT-PCR in another set of samples. Subsequently, we show that the some key metabolites in the TCA cycle are also significantly enhanced when introducing NO${~}_{3}^{-}$. These potentially enhance the integrity and recover the growth of *Panax notoginseng* roots.

**Conclusion:**

These results suggest that the activated TCA cycle, as demonstrated by up-regulation of *ACLA-3* and several key metabolites in this cycle, contributes to the increased *Panax notoginseng* root yield when applying both ammonium and nitrate fertilizer.

## Background

*Panax notoginseng* (Burk.) F. H. Chen (*P. notoginseng*) belongs to the *Araliaceae* genus and has been in domesticated cultivation for more than 400 years. *P. notoginseng* is a famous traditional Chinese medicine for treating cardiovascular and cerebrovascular diseases [1]. According to the statistics of 2016, *P. notoginseng* has been planted on approximately 53,000 hectares, from which around 50,000 tons of medicinal materials have been harvested, with an agricultural value of up to 1.5 billion dollars. The income from cultivation and processing, as well as from other relevant industries, has become one of the most important economic pillars of Yunnan province. However, since the high values of *P. notoginseng*, abusing nitrogen (N) fertilizers to harvest more raw material is very common [2, 3]. Abusing N fertilizers has brought some problems, such as imbalanced of soil nutrients and microbe [3], which could aggravate continuous cropping obstacle [4]. Many studies have been carried out on continuous cropping obstacle till now [5–7]. Furthermore, the average N application rate in *P. notoginseng* cultivation is approximately 250 kg ∗hm^−2^ [8], causes soil available N with an average of 213.65 mg ∗kg^−^^1^ [9], which is 42.4% higher than the standard of extremely rich level ($\geqslant $150 mg ∗kg^−1^). Besides, our previous survey shows abusing N fertilizers causes NH _4_^+^ concentration of some cultivation soils reaches up to 6 mM, which would increase the incidence rate of ammonium toxicity (unpublished data).

Ammonium toxicity is a common phenomenon in agricultural system, and there are a few measures to prevent or alleviate it [10–12]. Among those measures, ammonium and nitrate combined application is thought to be an effective way to prevent ammonium toxicity, but its mechanism is not unified yet [13]. For instance, Roosta et al. [14] suggested that nitrate addition can increase cytokinin synthesis and translocation to alleviate ammonium toxicity of cucumber plants. However, Yang et al. [15] indicated that *A. thaliana* with ammonium and nitrate combined application has a higher auxin content, rather than cytokinin compared to that with ammonium alone. Moreover, nitrate-dependent alleviation of ammonium toxicity in *A. thaliana* is linked to nitrate signaling, uptake and reduction [16], anion channel *SLAH3* [13].

With the development of RNA-seq technology, some valuable information can be gained easily by using this technology. Such as, with RNA-seq analysis, Yang et al. [17] have indicated that rice treated with 10 mM ammonium has 63 differentially expressed genes (DEGs) in root and 115 DEGs in leaf compared to that with no ammonium; Sun et al. [18] have reported that rice with 7.5 mM ammonium treated for 4 h would generate 307 DEGs, involve in carbohydrate, photosynthesis, secondary metabolism, etc., by which the ammonium tolerance of rice can be improved. Moreover, Yang et al. [19] have used RNA-seq to compare the different DEGs of rice with combined treating of ammonium and nitrate and with no N treating. Similarly, analysis the different DEGs of plants treated with ammonium alone and that with combination of ammonium and nitrate, would get some useful information on nitrate-dependent alleviation of ammonium toxicity, but few reports have reported that till now.

Therefore, based on the ammonium toxicity in *P. notoginseng* cultivation, the inhibitory of growth phenotypes with NO3− addition were studied by a sandy or hydroponic culture. It showed that the combined application of ammonium and nitrate can alleviate ammonium toxicity of *P. notoginseng*. After that, we identifies thousands of DEGs genes under treatments of different nitrogen forms using RNA-seq. Among up-regulated genes in both nitrate only and nitrate plus ammonium treatments, *ACLA-3*, ATP-citrate lyase A-3, and a few other genes were validated to be up-regulated by qRT-PCR experiments. *ACLA-3* is the primary enzyme responsible for the synthesis of cytosolic acetyl-CoA in the TCA cycle. Because of the up-regulation of *ACLA-3*, we examined several metabolites in the TCA cycle, which are also up-regulated in both nitrate only and nitrate plus ammonium treatments. These findings are consistent with the activation of TCA cycle when supplying nitrate in other plant species [20]. These results would guide N fertilization in *P. notoginseng* cultivation, contributes to the recovery of *P. notoginseng* root growth when supplying nitrate to *P. notoginseng* root under ammonium stress.

## Results

### Nitrate alleviates the inhibition on root growth of *P. notoginseng* under ammonium toxicity

At first, we observed the ammonium toxicity phenomenon in a field survey, and then in a sandy culture. To explain the mechanism of the toxicity and to speed up the search procedure, sandy culture and hydroponic culture were used. From the results, we noticed that the phenotypes of the sandy and hydroponic experiments were the same, so we used sandy culture for the experiments to examine physiological status and used hydroponic culture for experiments to examine hair root growth when the plants were treated with different forms of nitrogen fertilizers.

Growth of seedlings with sandy culture was showed in supplementary file (see Additional file 2: Figure S1). We observed that the leaf of CK (without N) was a little chlorosis in the leaf margin, which was caused by N deficiency. However, leaf of the 15A treatment (with 15 mM NH 4+) was totally chlorosis, which was a typical symptom of ammonium toxicity. Both the 15N treatment (with 15 mM NO _3_^−^) and the 15AN treatment (with 15 mM NH _4_^+^+15 mM NO _3_^−^) had a green leaf, indicating that seedlings with these two treatments had neither N deficiency nor ammonium toxicity. The plant height, hair root length, rhizome diameter, root diameter, shoot and root biomass of seedlings were significantly inhibited under 15A treatment comparing with those measures in CK (see details in Additional file 2: Figure S2 and Additional file 1: Table S1). Furthermore, the 15N treatment had significant promotion effects on the plant height, hair root length, root diameter, shoot and root biomass of seedlings (see details in Additional file 2: Figure S2 and Additional file 1: Table S1). The 15AN treatment also significantly increased the plant height, hair root length, root biomass of seedlings (see details in Additional file 2: Figure S2). In summary, nitrate recovers the growth of *P. notoginseng* seedlings under NH${~}_{4}^{+}$ stress.

A hydroponic culture was conducted to test the effects of different nitrogen forms on hair root growth of *P. notoginseng* seedlings (Fig. 1). E-B staining analysis of root tips showed that plasma membrane of root tip cells was gradually damaged with the nitrogen concentration increasing, because the degree of blue color represents the degree of root damage. The damage degree caused by ammonium treatment was the most serious, the second one was the sample treated with ammonium combined nitrate, and minor effects were observed under nitrate treatments (Fig. 1a). The relative root elongation (RRE) under 15A treatment was approximately 37%, which was significantly lower than that under 15N and 15AN treatments (*P*=4.3×10^−4^ and *P*=1.8×10^−4^, respectively, Student’s *t*-test), respectively, after five days (Fig. 1b and Additional file 1: Table S2). Meanwhile, the root activity of 15A treatment was significantly lower than that of CK (*P*=2.0×10^−3^, Student’s *t*-test), and significantly lower than those under the 15N and 15AN treatments (*P*=2.5×10^−4^ and *P*=2.7×10^−5^, respectively, Student’s *t*-test), respectively (Fig. 1c and Additional file 1: Table S3). All results above indicated that *P. notoginseng* seedlings treated with ammonium had a visible toxicity effects, i.e., root tip damage, root elongation and growth inhibition, as well as low biomass, and nitrate could alleviate the toxicity symptom caused by ammonium.

**Fig. 1:**
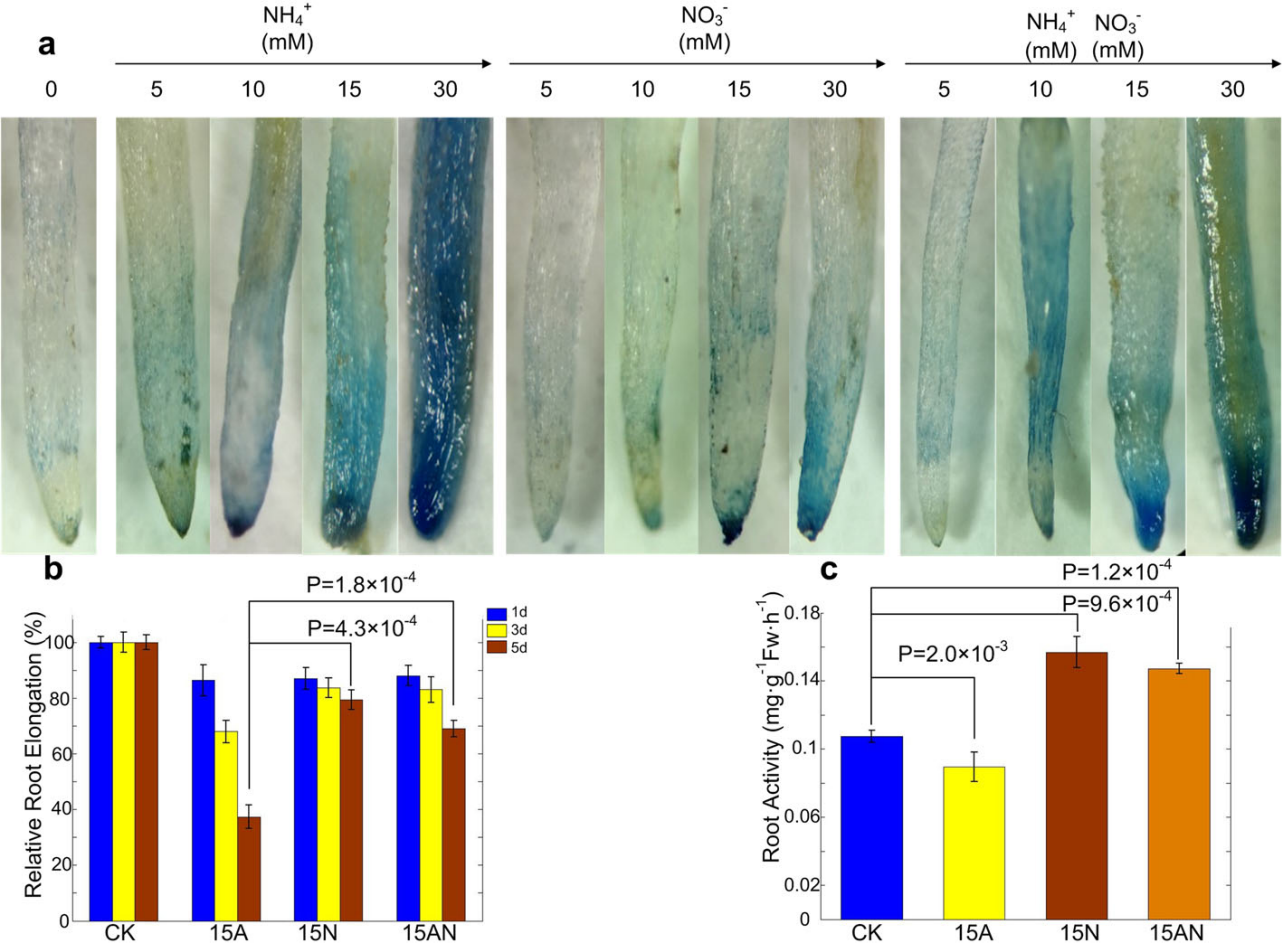
Effects of different forms of nitrogen treatments with different concentration gradients on root tips of *P. notoginseng*. **a** The plasma membrane integrity of root tips of *P. notoginseng* under different treatment conditions, Numbers represent different concentration gradients. **b** The Relative Root Elongation of root tips of *P. notoginseng* under different forms of nitrogen treatments. The 1d, 3d, and 5d represent the first day, the third day, and the fifth day, respectively. **c** The Root Activity of *P. notoginseng* Effect under different forms of nitrogen treatments

### RNA-Seq profiles of *P. notoginseng* roots under different forms of nitrogen treatments

According to results of E-B staining analysis for plasma membrane of *P. notoginseng* root tips, we hypothesized that 15A, 15N, and 15AN treatments could significantly affect the metabolism of *P. notoginseng*, without producing significant damage. Therefore, transcriptome analysis of *P. notoginseng* roots were performed under the treatments with 15 mM for each condition (Fig. 1a).

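Gene expression was measured in P. notoginseng roots of 4 groups: control roots (CK) and roots treated with 15 mM ammonium (15A), 15 mM nitrate (15N), or both (15AN). Each group has 3 libraries. The paper's methods describe 2-year-old seedlings in hydroponic culture that were pretreated for 1 week, with 3 seedlings per treatment harvested on day 3. The sample labels give an age of 3 days for the seedlings and no treatment, while a further label of each sample names the control, ammonia, nitrate, or both. These labels cannot both hold, and the groups used here follow the label of the nitrogen form. As RNA was pooled before the libraries were made, the spread between libraries is not the spread between single plants. Whether the libraries of a group come from independent pools or repeat 1 pool is not clear from the paper. If they repeat 1 pool, the errors and p-values cover technical noise and not the differences between plants. The deposited values are FPKM for each assembled locus in each library, scaled by the authors with Cuffnorm. Changes between groups were tested with limma on log2(FPKM + 1) for the 22592 loci with a mean of at least 5 FPKM in at least 1 group. A gene is called higher or lower where its adjusted p was under 0.05 and its log2 fold change was over 1 in size, and a fold change is given as its log2 with the standard error. Errors of FPKM values are standard deviations over the 3 libraries of a group.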

We generated 12 RNA-seq libraries from the pooled RNA samples isolated from *P. notoginseng* roots, with 3 samples for CK, 15A, 15N, and 15AN, respectively. Plants were grown under greenhouse conditions without special treatments. These 12 RNA-seq libraries were sequenced using Illumina HiSeq 2000 sequencer, and approximately 20 million reads were obtained for each of the libraries. 

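Transcripts of 43800 to 44163 loci were listed above 0 FPKM in the CK libraries, 40102 to 42323 in 15A, 41490 to 41893 in 15N, and 42229 to 43007 in 15AN. The paper's Table S4 gives 22688677 to 22774658 mapped reads for the CK libraries, 22585415 to 22702813 for 15A, 22429751 to 22699269 for 15N, and 22605902 to 22912096 for 15AN. FPKM summed over all loci differed more between the groups than the mapped reads did. The sums were 1420310 to 1517711 in CK, 2042250 to 2593466 in 15A, 2002096 to 2174581 in 15N, and 1776098 to 1800638 in 15AN. The 10 most abundant loci of a library held 15.1% to 16.6% of its FPKM in CK, 21.3% to 26.9% in 15A, 21.1% to 24.6% in 15N, and 16.8% to 18.8% in 15AN. Among them were XLOC_077451, described as a defensin-like protein, an antimicrobial peptide, and XLOC_084702, described as a fatty acid acetylenase. A further one, XLOC_117689, was listed at 134677 FPKM in 15A replicate 1 and at 0 in the other 11 libraries.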

After examining the scores per nucleotides with FASTQC, the qualities of the obtained RNA-seq sequencing profiles were generally good with scores (see Additional file 2: Figure S3).

### *P. notoginseng* roots under the same treatments have similar gene expression profiles

The obtained sequencing data were aligned to the *P. notoginseng* genome [21] and assembled with the Cufflinks pipeline [22] (see details in Materials and methods). We obtained approximately 95% mapped rate to the reference genome [21] (see details in Additional file 1: Table S4).

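Descriptions from searches of protein (Nr) or nucleotide (Nt) databases accompany 74916 (51.2%) of the assembled loci, with a protein hit for 53599 and a nucleotide hit for 51870. Among the loci that overlap no annotated gene, 2654 (36.1%) have such a description. XLOC_109320, a locus of 288 nt that overlaps no annotated gene, has none. The loci without an annotated gene had a median length of 756 nt against 882 nt for the others. Each of them was above 0 FPKM in at least 1 library, and their median FPKM was 3.39, against 0.938 for the 51367 expressed loci that overlap an annotated gene. The loci without an annotated gene were assembled from the reads of these libraries. A value above 0 therefore follows from how they were found, and the higher median may as well. Of the genes tested for changes, 3748 overlap no annotated gene and 18844 do.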

We totally obtained 146,330 assembled genes of which 138,976 overlapped to annotated genes reported previously [21] (Additional file 2: Figure S4a) and 7354 were novel and did not overlap to previously annotated genes (Additional file 2: Figure S4a), suggesting the annotation of the reported genome is incomplete. Our assembly of transcript did not cover 1764 genes reported previously. The average abundances of the assembled genes were between 10 to 100 FPKM (Additional file 2: Figure S4b). 

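Over the 12 libraries, 58721 loci had a mean above 0 and 87609 were at 0 in every library. The mean was 13.1 FPKM over all loci and 32.5 FPKM over the expressed ones, whose median was 1.38 FPKM. A mean between 10 and 100 FPKM was found for 11892 loci, 20.3% of those expressed. A further 44560 loci lay above 0 and under 10 FPKM, and 2269 lay over 100 FPKM.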

The average expression levels of most genes are smaller than 500 FPKM in all four experimental groups (Additional file 2: Figure S4c to S4f).

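Loci with a group mean over 500 FPKM numbered 344 in CK, 488 in 15A, 454 in 15N, and 410 in 15AN. They held 48.6% of the summed FPKM in CK, 63.5% in 15A, 61.7% in 15N, and 55.6% in 15AN, so that a small share of the loci carried about as much as all others or more. XLOC_099928, described as a hypoxia-responsive family protein, was one of them in each group, with 9776 FPKM in CK, 35304 in 15A, 29561 in 15N, and 26329 in 15AN. Against CK its log2 fold change was 1.85 ± 0.14 in 15A (adjusted p = 2.8e-06), 1.59 ± 0.14 in 15N (adjusted p = 7.8e-06), and 1.43 ± 0.14 in 15AN (adjusted p = 2.2e-05). With quantile normalization its log2 fold changes in the 3 treatments did not pass 1.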

The genes with average abundances and variances of abundances of at least 5 FPKM (Additional file 1: Table S5) were selected to perform Principle Component Analysis (PCA) and Hierarchical Clustering. The samples from the same treatments were clustered together and samples from different treatments were clearly differentiated (Fig. 2a). 

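Principal components of log2(FPKM + 1) over the tested genes set the CK libraries apart from all libraries of nitrogen-treated roots along component 1, which held 31.7% of the variance. Mean scores on it were -86.0 for CK, 37.7 for 15A, 43.9 for 15N, and 4.31 for 15AN. Component 2 held 21.9% and set 15AN, at 73.7, apart from 15A at -35.8, CK at -20.8, and 15N at -17.1. The 15A and 15N groups parted on component 3, which held 15.0% of the variance, with mean scores of 47.5 and -51.8. Hierarchical clustering of the same values into 4 branches gave the 4 treatments. With 3 branches, 15A and 15N were joined.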

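Pearson's r of log2(FPKM + 1) across the tested genes was 0.949 on average over the 12 pairs of libraries of the same treatment (range 0.922 to 0.959) and 0.868 over the 54 pairs of different treatments (range 0.838 to 0.906). The difference of these means was larger than under shuffled treatment labels (permutation p = 1.2e-04, one-sided, 100000 resamples). By treatment, the mean r was 0.954 within CK, 0.931 within 15A, 0.954 within 15N, and 0.957 within 15AN. CK libraries had a mean r of 0.847 with 15A, 0.847 with 15N, and 0.853 with 15AN. The nitrogen treatments were closer to each other, with 0.874 between 15A and 15AN, 0.886 between 15N and 15AN, and the highest mean between 15A and 15N. Genes are not independent replicates, so each r describes a pair of libraries and carries no test of its own.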

We also found the strong correlation among the samples of the same treatment, meanwhile samples from different processing conditions have much lower correlation coefficient values (Fig. 2b). These results suggest that samples in the sample groups have similar gene expression patterns and a good repeatability of the RNA-seq profiles.

**Fig. 2:**
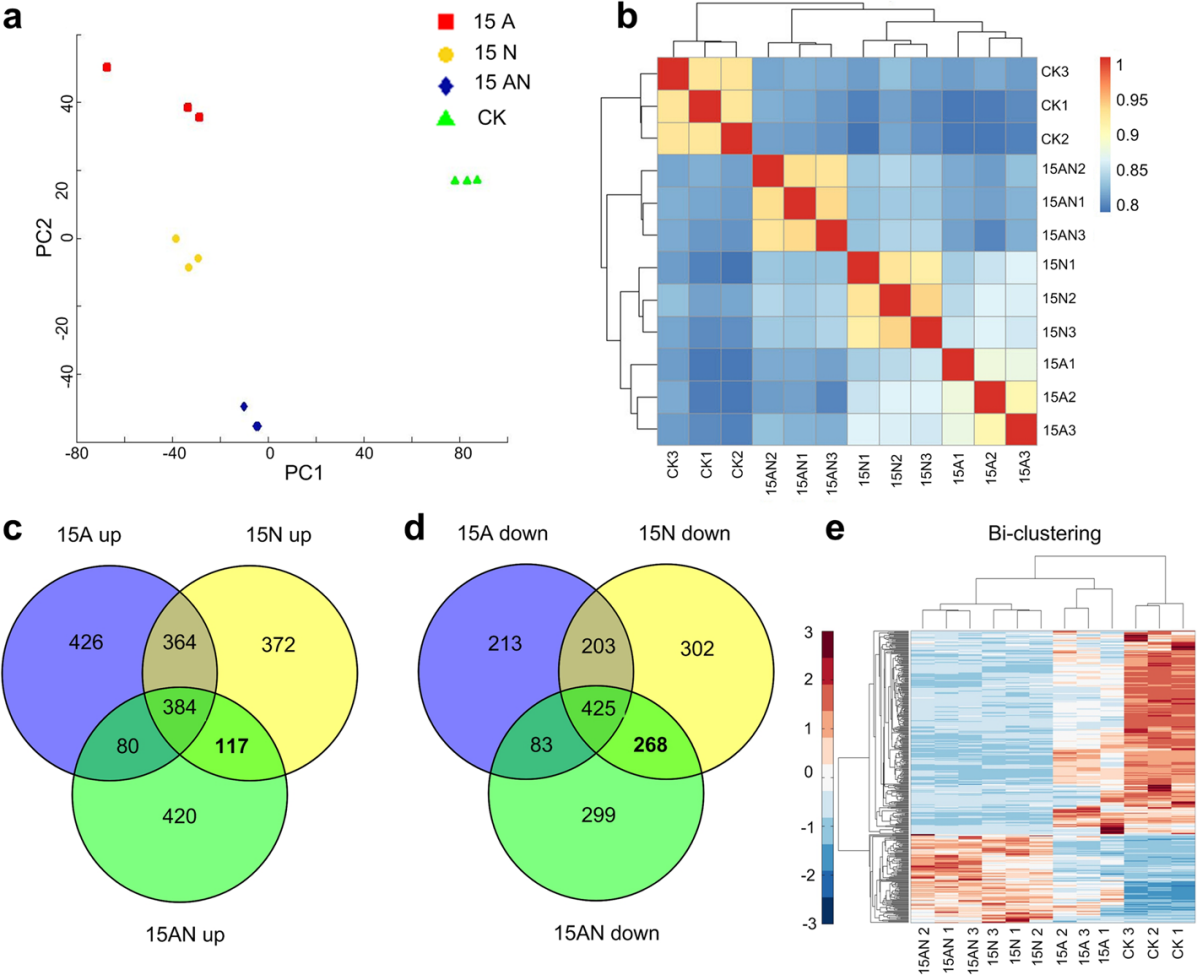
Differentially expressed genes in different forms of nitrogen treatments in *P. notoginseng*. **a** The PCA analysis of RNA-Seq expression profiles in different treatment conditions. **b** The hierarchical clustering of RNA-Seq expression profiles in different conditions. **c** and **d** The number of up-regulated genes and down-regulated identified under different conditions in this study, respectively. **e** The up-regulated and down-regulated genes bi-clustering of RNA-Seq expression profiles in different treatment conditions

### Differentially expressed genes in different forms of nitrogen treatments in *P. notoginseng* roots

In order to explore the mechanisms by which the toxicity of ammonium was reduced after nitrate treatments, we identified differentially expressed genes (DEGs) in different treatments when compared to control using the edgeR package [23] (see details in Material and methods). The significantly differently expressed genes were identified with False Discovery Rate (FDR) values of <0.05 and absolute log-scaled fold change (|log_2_FC |) >1 (Additional file 1: Table S6 to S11). The numbers of DEGs were shown in Fig. 2c and d.

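Against CK, 1693 genes were higher and 1540 lower in 15A roots, together 14.3% of the genes tested. XLOC_079080, described as a glucan endo-1,3-beta-glucosidase, an enzyme that breaks down callose and other glucans, rose from 29.6 ± 0.311 FPKM in CK to 521 ± 87.8 in 15A (log2 fold change 4.08 ± 0.11, adjusted p = 6.3e-09), and was also higher in 15N (3.29) and 15AN (2.55). XLOC_110064, described as an ethylene-responsive transcription factor, rose from 13.9 ± 1.47 to 194 ± 46.8 FPKM (3.69, adjusted p = 4.1e-08), with 3.64 in 15N and 2.43 in 15AN. A BURP domain protein, XLOC_069184, fell from 40.9 ± 0.958 to 1.35 ± 0.450 FPKM (-4.18, adjusted p = 2.1e-07), with -2.65 in 15N and -4.10 in 15AN. XLOC_118726, described as a reticuline oxidase-like protein, fell from 30.2 ± 5.95 FPKM in CK to nearly 0 in 15A (-4.94, adjusted p = 3.4e-08) and was nearly 0 in 15N and 15AN as well. Among tested loci under 300 nt, 24.8% changed, against 13.4% of the longer ones. The number of higher genes depends on how the libraries are scaled. With each library scaled to the same total, the median log2 fold change of all genes was -0.47 in 15A, -0.39 in 15N, and -0.19 in 15AN, and 580 genes were higher and 3836 lower in 15A.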

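In 15N roots, 1548 genes were higher and 1727 lower than in CK, which makes 14.5% of the genes tested. XLOC_106299, described as a protein SRG1-like, a member of the 2-oxoglutarate-dependent dioxygenases, rose from 5.86 ± 0.678 FPKM in CK to 106 ± 9.49 in 15N (log2 fold change 3.97 ± 0.14, adjusted p = 2.2e-08), and was also higher in 15A (3.91) and 15AN (2.32). XLOC_045278, described as expansin-A1, a protein that loosens cell walls, rose from 3.35 ± 0.275 to 46.3 ± 1.89 FPKM (3.45, adjusted p = 2.1e-07), with 1.99 in 15A and 2.01 in 15AN. With each library scaled to the same total, 639 were higher and 3313 lower. Of the genes called with the authors' scaling, 1014 were higher and 997 lower in both 15A and 15N. Independent lists of these sizes would share 116 and 118. That number leaves out the shared controls, so part of the excess may come from the shared controls. In 20 simulations of unchanged groups, with the CK libraries simulated too, 0 were shared. Without effects few genes can be called there, so this 0 sets no benchmark for the overlap.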

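The combined treatment gave 1197 higher and 1566 lower genes in 15AN against CK, 12.2% of the genes tested. XLOC_119096, described as the mitochondrial chaperonin CPN60-2, was at 120.2 ± 82.2 FPKM in CK, 94.7 ± 45.0 in 15A, and 74.7 ± 23.9 in 15N, and was listed at 0 in the 15AN libraries. XLOC_054777, described as a DELLA protein, a repressor of gibberellin responses, was at 6.09 ± 1.72 FPKM in CK and fell to 0.451 ± 0.217 in 15A (log2 fold change -2.27 ± 0.19, adjusted p = 7.3e-06), and was also lower in 15N (-1.64, a call lost with a pseudocount of 5). In 15AN it rose to 23.1 ± 2.51 FPKM (1.79 against CK, adjusted p = 5.1e-05). Between 15AN and 15A, 719 genes were higher and 1049 lower in 15AN, and between 15N and 15A 442 were higher and 595 lower in 15N. These balances depend on the scaling. With each library scaled to the same total, 682 genes were higher and 2136 lower in 15AN than in CK, 1154 higher and 516 lower in 15AN than in 15A, and 418 higher and 384 lower in 15N than in 15A.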

According to the results of physiological experiments, we noticed that nitrate could alleviate ammonium toxicity. Thus, we selected 117 up-regulated and 268 down-regulated genes under 15N and 15AN treatments but not under 15A treatment to perform a Biclustering analysis (Fig. 2e). 

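With the thresholds of the paper, 126 genes were higher and 318 lower than CK in both 15N and 15AN and not called in 15A. These genes mostly had the same sign in 15A, with smaller values. Of the 126 higher genes, 106 had a positive log2 fold change in 15A too, with a median of 0.67 there, 1.40 in 15N, and 1.55 in 15AN. For the 318 lower genes, 277 had a negative log2 fold change in 15A, with medians of -0.65, -1.42, and -1.46. Tested directly against 15A, 38 of the 126 were higher in both 15N and 15AN and 60 in neither. Of the 318, 100 were lower than 15A in both and 162 in neither. In total, 521 genes were higher and 701 lower in all 3 treatments, and 186 and 1322 with each library scaled to the same total. Across 15N and 15AN, 647 higher and 1019 lower genes were shared, against 82.0 and 120 for independent lists. The simulations gave 0 but leave few calls to share, so they set no benchmark. Part of the excess over independent lists may come from the shared CK libraries. The genes were chosen on these libraries, so their direction in 15N and 15AN is not independent evidence.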

The results show that the sample of different groups were correctly clustered, suggesting these genes contribute to the differences in different groups.

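Hierarchical clustering of the libraries on the genes higher in 15N and 15AN but not in 15A, and on the genes lower in them, gave the same 2 branches, with CK and 15A in 1 and 15N and 15AN in the other. This division follows from how the genes were chosen. With 3 branches, CK replicate 2 fell with the 15A libraries on the higher genes, and 15A replicate 1 stood alone on the lower ones. XLOC_093701, described as heat stress transcription factor B-2b, a regulator of heat shock genes, is one of the lower genes. It was at 15.1 ± 1.83 FPKM in CK and 15.3 ± 5.95 in 15A, and fell to 0.0212 in 15N and 0 in 15AN. Its log2 fold change against 15A was -3.93 ± 0.23 in 15N (adjusted p = 4.6e-06) and -3.96 ± 0.23 in 15AN (adjusted p = 1.8e-06).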

### Functional analysis of differentially expressed genes

DEGs in different treatments were used to identify enriched Gene Ontology (GO) terms (Additional file 1: Table S12 to Table S17) and KEGG pathways (Additional file 1: Table S20 to Table S25). Similarly, the number of enriched GO terms and KEGG pathways enriched in DEGs were shown under different treatments (see details in Additional file 2: Figure S5 and Materials and methods).

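Genes described as vacuolar or tonoplast transporters, vacuolar ATPases and related proteins did not rise together in any treatment. Of 143 such genes tested, 9 were higher and 6 lower in 15A than in CK, 4 higher and 6 lower in 15N, and 3 higher and 8 lower in 15AN, with the same counts adjusted over the list alone. None was among the genes changed in 15N and 15AN but not in 15A. The list as a whole was not called by camera (adjusted p = 0.46 in 15A, 0.72 in 15N, and 0.89 in 15AN). XLOC_118017, described as a vacuolar amino acid transporter, rose from 9.43 ± 0.301 FPKM in CK to 55.0 ± 12.6 in 15A (adjusted p = 3.2e-07) and 43.3 ± 1.66 in 15N (log2 fold change 2.09, adjusted p = 8.4e-07), and was also higher in 15AN (1.33, adjusted p = 2.4e-05). XLOC_084483, a tonoplast dicarboxylate transporter, fell from 23.0 ± 1.53 FPKM to 2.73 ± 0.163 in 15AN (-2.69, adjusted p = 1.8e-06).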

The common GO terms in up-regulated DEGs in 15N and 15AN but not in 15A include vacuolar membrane (GO:0005774), vacuolar part (GO:0044437), cofactor metabolic process (GO:0051186), cellular response to water deprivation (GO:0042631), cellular response to abiotic stimulus (GO:0071214) and so on (Additional file 1: Table S18 and Additional file 2: Figure S5a).

Similarly, the common GO terms of the down-regulated DEGs in 15N and 15AN but not in 15A include photosynthesis, light reaction (GO:0019684), photosynthesis, light harvesting in photosystem I (GO:0009768), generation of precursor metabolites and energy (GO:0006091), carbohydrate metabolic process (GO:0005975), sucrose metabolic process (GO:0005985), amino acid catabolic processes (GO:0009065, GO:0009068, GO:1901606), nitrogen transport (GO:0015706), and carbon metabolism processes (GO:0015977, GO:0005975). 

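Many transcripts of photosynthesis and light harvesting fell in 15N and 15AN roots. Of 50 such genes tested, 25 were lower and 4 higher in 15N than in CK, and 22 were lower and 2 higher in 15AN (25 lower adjusted over the list alone). In 15A, 15 were lower and 8 higher. XLOC_018440, a chlorophyll a/b binding protein of the light-harvesting complex of photosystem II, fell from 35.8 ± 3.97 FPKM in CK to 3.77 ± 0.911 in 15N (log2 fold change -2.96 ± 0.68, adjusted p = 4.8e-03) and 5.27 ± 0.565 in 15AN (-2.55, adjusted p = 0.012, a call lost at an adjusted p under 0.01). In 15A it was called lower too (-2.05, adjusted p = 0.029), a call lost under 8 alternatives, among them each CK replicate left out. XLOC_130339, the photosystem II 10 kDa polypeptide, fell from 172 ± 11.6 to 33.2 ± 4.95 FPKM in 15AN (-2.34 ± 0.43, adjusted p = 1.4e-03), and was also lower in 15N (-1.89, adjusted p = 4.2e-03) and in 15A (-1.73, adjusted p = 6.5e-03, a call lost with the 2 groups compared only). XLOC_132193, subunit VI of photosystem I, fell from 21.5 ± 1.76 to 1.98 ± 1.16 FPKM in 15N (-2.99, adjusted p = 1.4e-03), and in 15AN by -1.92 (adjusted p = 0.018, a call lost at an adjusted p under 0.01, without CK replicate 3, and without 15AN replicate 3). The list was called lower by camera in 15N (adjusted p = 6.8e-04) and 15AN (adjusted p = 1.5e-03), not in 15A (adjusted p = 0.13). Under an estimated correlation these were adjusted p = 0.77, 0.73, and 0.93, and with each library scaled to the same total the call in 15N was lost (adjusted p = 0.069), while the median log2 fold change of the list there was -1.46, beside -1.06 with the authors' scaling. The value in 15A rests on 1 library. The median FPKM of the 50 genes was 13.4 to 14.0 in the CK libraries, 19.4 in 15A replicate 1, 7.93 and 7.77 in 15A replicates 2 and 3, 6.49 to 7.84 in 15N, and 7.76 to 9.34 in 15AN. XLOC_018440 was at 37.5 FPKM in 15A replicate 1 and at 3.21 and 3.32 in 15A replicates 2 and 3. Without 15A replicate 1, which was left out after the values were seen, 26 of the 50 genes were lower in 15A than in CK and the list was called (adjusted p = 4.3e-06, and adjusted p = 0.30 with an estimated correlation). Without 15A replicate 2, and likewise without 15A replicate 3, 9 were lower and 8 higher, and camera did not call the list (adjusted p = 0.33 for each). Of the genes lower in 15N and 15AN but not in 15A, 8 belong to the list with all libraries and 2 without 15A replicate 1. The members lower in all 3 treatments rise in number from 12 to 22.

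**Figure D1:**
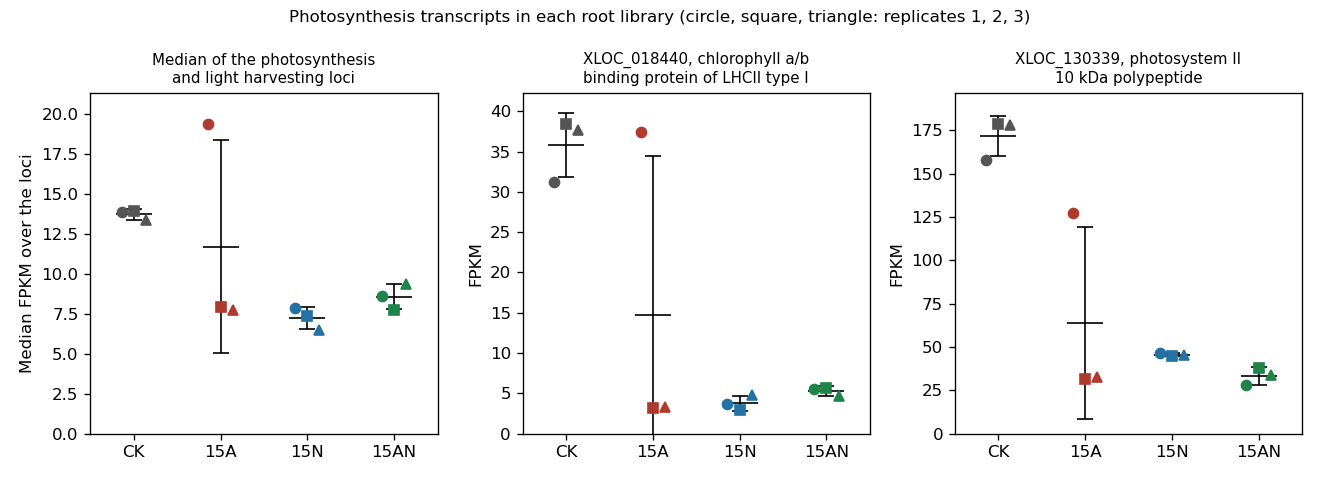
Photosynthesis transcripts per root library. The vertical axes give the median FPKM over the 50 photosynthesis and light harvesting genes (left) and the FPKM of XLOC_018440 (middle) and XLOC_130339 (right), the horizontal axes give the treatment, circles, squares, and triangles are replicates 1, 2, and 3, and the black lines are the mean and standard deviation of the 3 libraries. In each panel 15A replicate 1 lies nearer to the CK libraries, while 15A replicates 2 and 3 lie near 15N and 15AN.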

Among the cellular components category, significant GO terms include photosystem I (GO:0009522), chloroplast thylakoid membrane plastid (GO:0009535), thylakoid membrane (GO:0055035), and so on. For the molecular function, significant GO terms include pigment binding (GO:0031409) and nitrate transmembrane transporter activity (GO:0015112) which was involved in nitrogen metabolism (Additional file 1: Table S19 and Additional file 2: Figure S5c).

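Some nitrate transporters fell in each nitrogen treatment. XLOC_104526, described as the high affinity nitrate transporter 2.4, which takes up nitrate where it is scarce, fell from 13.6 ± 0.458 FPKM in CK to 1.24 ± 0.407 in 15A (log2 fold change -2.71 ± 0.15, adjusted p = 4.0e-07), 0.844 ± 0.128 in 15N (-2.98, adjusted p = 2.3e-07), and 2.32 ± 0.296 in 15AN (-2.13, adjusted p = 3.2e-06). XLOC_015320, described as NRT1/PTR family 6.3, a nitrate transporter and sensor, was lower in the groups with nitrate than in 15A. It was at 5.50 ± 0.167 FPKM in CK and 2.82 ± 0.636 in 15A, against 0.529 ± 0.0853 in 15N (-1.31 against 15A, adjusted p = 5.3e-04) and 0.219 ± 0.0962 in 15AN (-1.64, adjusted p = 6.3e-05). Of 30 tested genes of nitrate uptake, 9 were lower in 15A, 10 in 15N, and 6 in 15AN, 2 of them in all 3, with none higher and the same counts adjusted over the list alone. The list was called lower by camera in 15A (adjusted p = 0.030), 15N (adjusted p = 2.5e-04), and 15AN (adjusted p = 5.4e-04). With an estimated correlation none was called (adjusted p = 0.39, 0.086, and 0.10), and with quantile normalization the call in 15A was lost. For XLOC_015320, a pseudocount of 5 and scaling to the same total each took both log2 fold changes against 15A under 1 in size. Asparagine synthetase XLOC_026545, which makes asparagine for nitrogen storage and transport, fell from 167 ± 5.05 FPKM in CK to 32.0 ± 1.27 in 15N (-2.35 ± 0.13, adjusted p = 4.9e-07) and 26.0 ± 0.804 in 15AN (-2.64, adjusted p = 4.5e-07). It stood at 81.5 ± 17.8 FPKM in 15A, above both 15N (-1.30, adjusted p = 1.3e-04) and 15AN (-1.59, adjusted p = 1.7e-05). XLOC_029314, described as an ammonium transporter, rose from 1.44 ± 0.294 to 11.0 ± 1.54 FPKM in 15A (2.30, adjusted p = 4.8e-06), 9.25 ± 2.77 in 15N, and 8.95 ± 0.235 in 15AN. Glutamate dehydrogenase A, XLOC_109827, was at 134 ± 7.97 FPKM in 15A and 48.3 ± 0.961 in 15AN (-1.45, adjusted p = 3.9e-07). Among 51 genes of ammonium uptake and assimilation, 7 were higher and 7 lower in 15A, 4 and 7 in 15N, and 2 and 7 in 15AN, with the same counts adjusted over the list alone. That list was called lower in 15AN (adjusted p = 0.037, beside 0.26 in 15A and 0.58 in 15N), and there adjusted p = 0.10 with an estimated correlation. The call was also lost with no filter, where the median log2 fold change of the list went from -0.21 to -0.05, and with each library scaled to the same total, where it went to -0.43 while the other genes moved down as well. In both the adjusted p rose over 0.05. Of 15 genes of nitrate and nitrite reduction, 1 was lower in 15A, and 1 was higher and 1 lower in each of 15N and 15AN, and the list was not called (adjusted p = 0.26, 0.22, and 0.057).

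**Figure D2:**
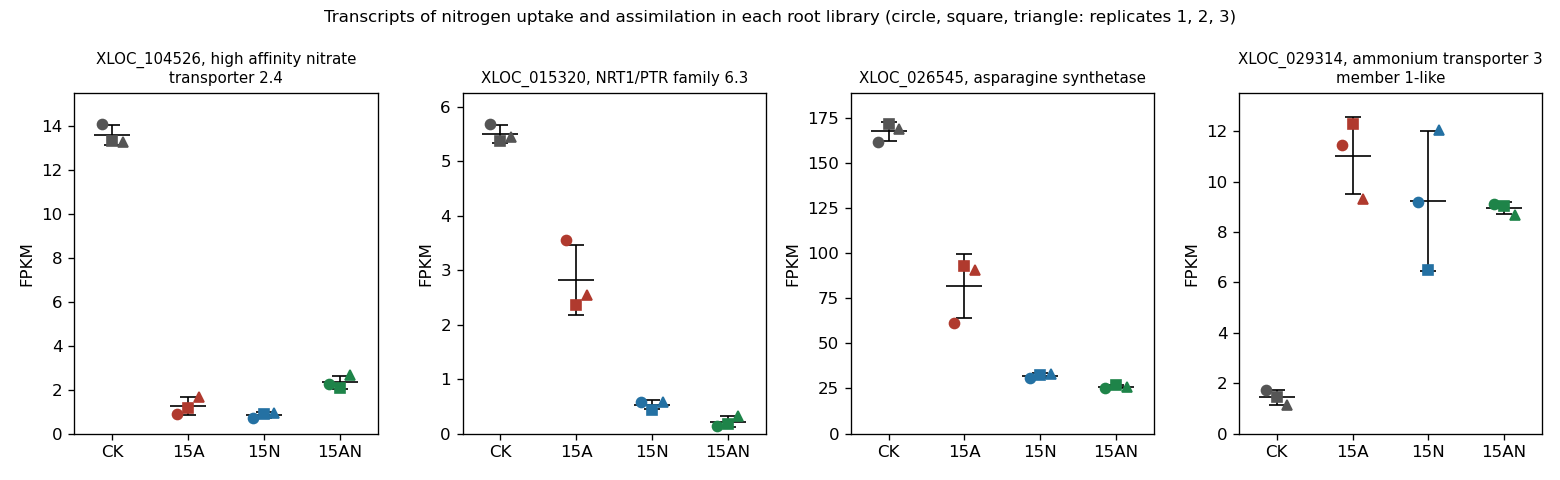
Transcripts of nitrogen uptake and assimilation per root library. The vertical axes give FPKM of XLOC_104526, XLOC_015320, XLOC_026545, and XLOC_029314, the horizontal axes give the treatment, circles, squares, and triangles are replicates 1, 2, and 3, and the black lines are the mean and standard deviation of the 3 libraries. The first panel has all 9 libraries of treated roots under the 3 of CK, and the last has them above.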

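Genes of auxin transport and response fell more often than they rose. XLOC_129945, described as auxin-induced protein 5NG4, fell from 28.4 ± 1.56 FPKM in CK to 5.03 ± 1.06 in 15A (log2 fold change -2.30, adjusted p = 1.4e-06), 1.05 ± 0.341 in 15N (-3.85, adjusted p = 5.3e-08), and 3.88 ± 0.358 in 15AN (-2.59, adjusted p = 1.1e-06). The auxin-induced X15-like gene XLOC_043318 rose from 0.434 ± 0.187 FPKM to 6.05 ± 0.469 in 15N (2.30, adjusted p = 6.3e-05) and 3.54 ± 1.23 in 15AN (1.64, adjusted p = 7.3e-04, a call lost with a pseudocount of 5). Of 87 auxin genes, 21 were lower and 6 higher in 15A, 18 and 6 in 15N, and 12 and 6 in 15AN, with the same counts adjusted over the list alone. The list was called lower by camera in 15A (adjusted p = 9.0e-04), 15N (adjusted p = 8.6e-04), and 15AN (adjusted p = 0.024). The call in 15AN was lost with each library scaled to the same total as the adjusted p rose over 0.05, although the median log2 fold change of the list went from -0.20 to -0.42, since other genes moved down as well. No call is left with an estimated correlation (adjusted p = 0.064, 0.083, and 0.10). XLOC_127196, described as a histidine kinase cytokinin receptor, was at 8.83 ± 0.281 FPKM in CK and 6.32 ± 1.03 in 15A, and fell to 0.390 ± 0.0314 in 15N (-2.39 ± 0.14 against 15A, adjusted p = 4.6e-06) and 0.139 ± 0.0270 in 15AN (-2.67, adjusted p = 9.1e-07). XLOC_094103, described as the oxidase that makes ethylene, fell from 15.4 ± 1.18 FPKM to 0.686 ± 0.0873 in 15A, 0.863 ± 0.197 in 15N, and 0.786 ± 0.293 in 15AN (-3.21 in 15AN, adjusted p = 5.0e-07). The lists of the other hormones were not called by camera in 15A, 15N, or 15AN, with adjusted p = 0.26, 0.21, and 0.45 for 50 cytokinin genes, 0.66, 0.45, and 0.17 for 101 ethylene genes, 0.96, 0.62, and 0.46 for 89 abscisic acid genes, and 0.70, 0.68, and 1.00 for 23 gibberellin genes. Glutamate decarboxylase XLOC_067700, which makes GABA, rose from 10.6 ± 0.335 FPKM in CK to 37.4 ± 9.80 in 15A (1.69, adjusted p = 2.1e-05), 44.7 ± 1.68 in 15N (1.98, adjusted p = 7.5e-06), and 29.1 ± 4.57 in 15AN (1.36, adjusted p = 1.2e-04). Of 9 tested glutamate decarboxylase and GABA genes, 2 were higher in each treatment, 1 was lower in 15A, and 2 were lower in 15N, with the same counts adjusted over the list alone, and the list was not called (adjusted p = 0.79, 0.62, and 1.00).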

Meanwhile, the common KEGG pathways in 15N and 15AN but not in 15A are TCA cycle (ath00020), Plant hormone signal transduction (ath04075), and Taurine and hypotaurine metabolism (ath00430) for up-regulated genes (see details in Table 1 and Additional file 2: Figure S5b). 

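A few genes of chlorophyll synthesis fell in all 3 treatments. XLOC_120708, described as protochlorophyllide reductase, which makes the precursor of chlorophyll, fell from 19.4 ± 0.370 FPKM in CK to 4.69 ± 5.09 in 15A (log2 fold change -2.21, adjusted p = 2.5e-03), 3.27 ± 0.423 in 15N (-2.27, adjusted p = 2.2e-03), and 3.89 ± 0.657 in 15AN (-2.07, adjusted p = 4.2e-03). It was 1 of 4 lower genes among 25 of porphyrin and chlorophyll metabolism, and the same 4 were lower in 15A, 15N, and 15AN (4 in each adjusted over the list alone). The list as a whole was not called by camera (adjusted p = 0.96, 0.45, and 0.89). For glutathione metabolism, 59 genes were tested, of which 1 was higher and 2 lower in 15A, 1 and 3 in 15N, and 2 and 4 in 15AN, also adjusted over the list alone. That list was not called either (adjusted p = 0.70, 0.41, and 0.19). XLOC_013613, a glutathione S-transferase, fell from 48.3 ± 4.78 FPKM to 5.64 ± 3.86 in 15A (-3.03, adjusted p = 1.6e-05), 3.83 ± 0.375 in 15N, and 6.25 ± 0.168 in 15AN. Starch and sucrose genes were called lower in 15N (adjusted p = 0.012) and 15AN (adjusted p = 0.034), not in 15A (adjusted p = 0.15). They become adjusted p = 0.13, 0.17, and 0.39 with an estimated correlation. Scaling to the same total ended the call in 15AN, although the median log2 fold change of the list went from -0.12 to -0.39, as the genes outside the list moved down too and the adjusted p rose over 0.05. Of 71 such genes, 5 were higher and 6 lower in 15A, 6 and 7 in 15N, and 1 and 8 in 15AN, the same as adjusted over the list alone. Beta-amylase XLOC_047438, which breaks down starch, fell from 18.8 ± 0.957 to 4.51 ± 0.253 FPKM in 15A (-1.85, adjusted p = 2.1e-07), and was also lower in 15N (-1.24, adjusted p = 2.9e-06, a call lost with a pseudocount of 5) and 15AN (-1.47, adjusted p = 1.7e-06). XLOC_008010, the large subunit of the enzyme that makes ADP-glucose for starch, rose from 0.902 ± 0.122 to 17.2 ± 0.946 FPKM in 15AN (3.26, adjusted p = 5.5e-08), and was also higher in 15A (1.92, adjusted p = 5.3e-07) and 15N (3.52 ± 0.305 FPKM, adjusted p = 9.1e-06), calls both lost with a pseudocount of 5 (log2 fold changes of 0.93 and 0.53), and in 15N with each library scaled to the same total, as the fold fell under 1.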

In down-regulated genes, the common KEGG pathways in 15N and 15AN but not in 15A are Photosynthesis (ath00195), Glutathione metabolism (ath00480), Amino sugar and nucleotide sugar metabolism (ath00520), Starch and sucrose metabolism (ath00500), and Porphyrin and chlorophyll metabolism (ath00860) (see details in Table 1 and Additional file 2: Figure S5d).

**Table 1:** KEGG pathways of common DEGs between 15N and 15AN

	KEGG pathway	ID	15N			15AN		
			Input	Total	*P*-Value	Input	Total	*P*-Value
Up-regulated DEGs	Citrate cycle (TCA cycle)	ath00020	6	63	1.18E-2	7	63	5.32E-4
	Taurine and hypotaurine metabolism	ath00430	3	14	1.06E-2	3	14	4.53E-3
	Plant hormone signal transduction	ath04075	17	271	2.79E-3	12	271	1.32E-2
Down-regulated DEGs	Photosynthesis	ath00195	12	77	1.26E-5	10	77	9.74E-5
	Glutathione metabolism	ath00480	8	93	1.04E-2	7	93	1.66E-2
	Starch and sucrose metabolism	ath00500	13	202	1.24E-2	11	202	2.63E-2
	Amino sugar and nucleotide sugar metabolism	ath00520	10	135	1.15E-2	9	135	1.43E-2
	Porphyrin and chlorophyll metabolism	ath00860	5	48	2.02E-2	4	48	4.78E-2

Because the supplements of nitrate alleviate the ammonium toxicity, we examined the 117 and 268 up- and down-regulated genes that are shared in the 15N and 15AN treated groups and not in 15A treated group, and analyzed the enriched GO and KEGG pathways of these genes (as shown in Fig. 3). *ACLA-3* is one of the commonly up-regulated genes and appears in many significant common GO terms and KEGG pathways of 15N and 15AN treated groups (see Fig. 3a). Therefore, we choose to further validate its expression. Furthermore, the common up-regulated genes of 15N and 15AN treated groups are enriched in the TCA cycle (Additional file 1: Table S26), in which *ACLA-3* is also involved.

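ACLA-3, which the paper pairs with XLOC_057761, was higher in 15N and 15AN roots than in CK. Its mean was 167 ± 17.7 FPKM in CK and 198 ± 39.9 in 15A, against 404 ± 26.3 in 15N and 389.8 ± 23.1 in 15AN. The log2 fold change against CK was 1.27 ± 0.13 in 15N (adjusted p = 3.0e-05) and 1.22 ± 0.13 in 15AN (adjusted p = 5.2e-05), and 0.23 ± 0.13 in 15A (adjusted p = 0.17). All 6 libraries with nitrate lay above all 6 without it. With each library scaled to the same total, the log2 fold changes fell to under 1 (0.74 in 15N and 0.93 in 15AN), and that in 15A turned negative (-0.39). The call in 15N was also lost with quantile normalization. The locus carries no description in the deposited table. Of 7 tested loci described as ATP-citrate lyase, the enzyme that splits citrate into acetyl-CoA and oxaloacetate, none was called in any treatment, also adjusted over the list alone. Camera did not call this list either (adjusted p = 0.70 in 15A, 0.93 in 15N, and 0.53 in 15AN). XLOC_122868, described as an alpha chain of the enzyme, was at 142 ± 3.34 FPKM in CK, 114 ± 26.7 in 15A, 119 ± 5.03 in 15N, and 119.9 ± 7.41 in 15AN.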

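Most of 99 tested genes of the TCA cycle did not change, with 3 higher and 3 lower in 15A than in CK, 6 and 3 in 15N, and 7 and 4 in 15AN, the same as adjusted over the list alone. Most genes did not change outside the list either. Over all 22592 genes tested, 14.3% changed in 15A, 14.5% in 15N, and 12.2% in 15AN, with 1548 higher in 15N and 1197 in 15AN. Aconitate hydratase XLOC_086221, which converts citrate to isocitrate, was at 19.3 FPKM in CK, 7.33 in 15A, 22.3 in 15N, and 15.8 in 15AN. It was lower in 15A than in CK (log2 fold change -1.35 ± 0.22, adjusted p = 5.4e-04) and higher than in 15A in 15N (1.55, adjusted p = 9.0e-04) and in 15AN (1.08, adjusted p = 3.7e-03, a call lost with a pseudocount of 5 and without 15A replicate 3). Pyruvate dehydrogenase E1 beta, XLOC_022038, which feeds acetyl-CoA into the cycle or into fatty acid synthesis, rose from 14.3 ± 1.44 to 42.6 ± 2.00 FPKM in 15N (1.52, adjusted p = 4.3e-06, a call lost with each library scaled to the same total, as the fold fell to 0.98). It was also higher in 15A (32.1 ± 6.08 FPKM, adjusted p = 3.6e-05), a call lost with a pseudocount of 5, with each library scaled to the same total, and without 15A replicate 1, as the log2 fold change fell under 1 (lowest 0.48), and was not called in 15AN (0.61). NADP-isocitrate dehydrogenase XLOC_056994, which makes 2-oxoglutarate, fell from 23.4 ± 1.27 to 1.08 ± 0.339 FPKM in 15AN (-3.56, adjusted p = 4.1e-07), and was also lower in 15N (-1.36, adjusted p = 1.3e-04). Phosphoenolpyruvate carboxylase XLOC_058717, which makes oxaloacetate, rose from 44.7 ± 1.79 FPKM in CK to 321 ± 21.4 in 15N (2.82, adjusted p = 1.1e-08) and 118 ± 1.66 in 15AN, and in 15A by 2.85 on the log2 scale (adjusted p = 1.1e-08). The TCA list was not called by camera in 15A (adjusted p = 0.26), 15N (adjusted p = 0.21), or 15AN (adjusted p = 0.35). Camera tests a shift of the whole list, which is another measure than the enrichment among higher genes that the paper reports. Among the genes changed in 15N and 15AN but not in 15A, the TCA list has 1 higher and 1 lower member.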

**Fig. 3:**
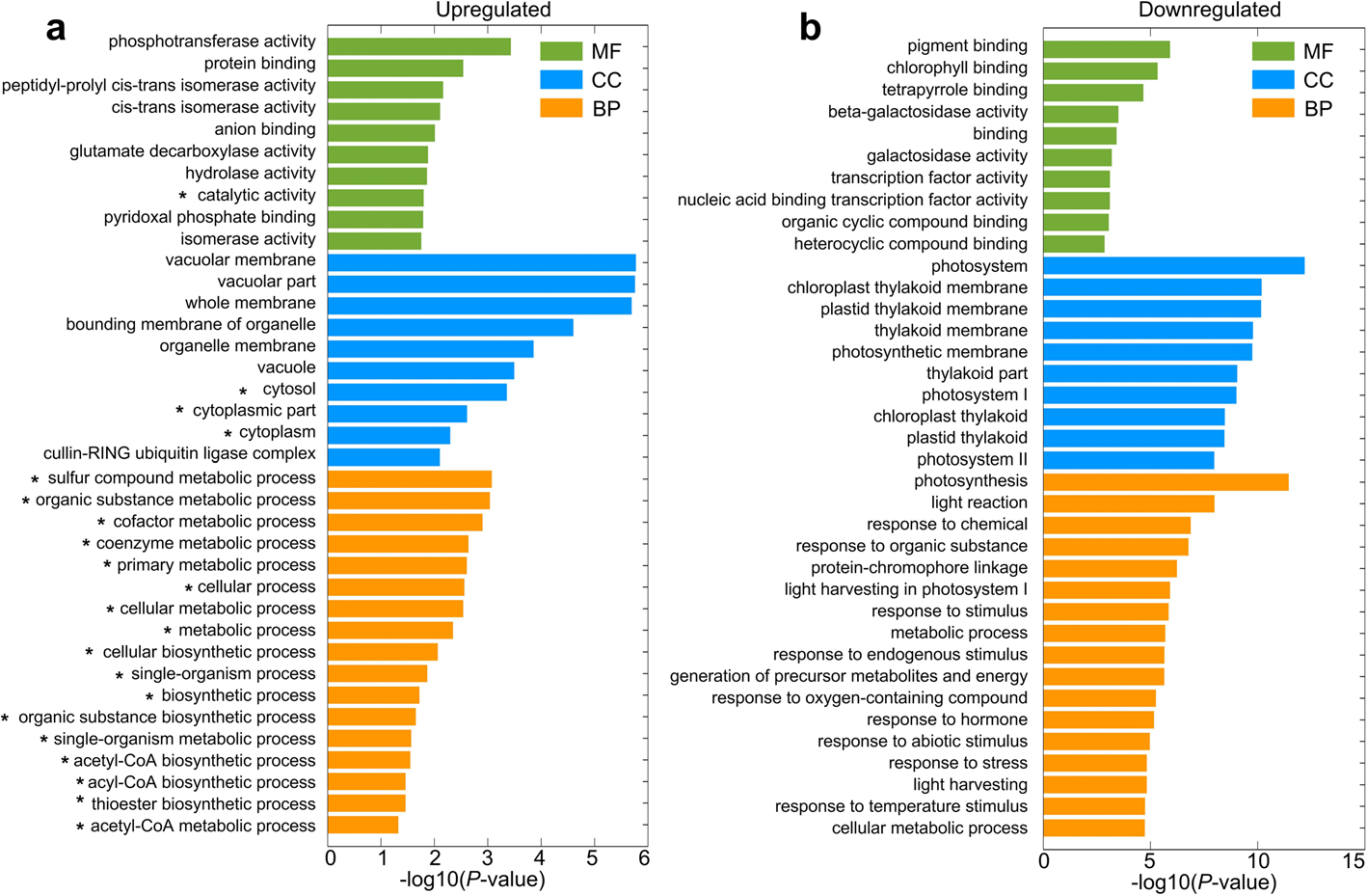
Enriched GO terms for the commonly deregulated genes in 15N and 15AN treatments but not in 15A treatment. **a** The enriched GO terms of 117 up-regulated genes. The asterisk represents the pathway in which *ACLA-3* is involved. **b** The enriched GO terms of 268 down-regulated genes

As shown Fig. 3b, the 268 down-regulated genes are enriched in many GO terms related to photosynthesis, which was consistent with the common GO terms in 15N and 15AN but not in 15A (Additional file 1: Table S19).

### Validation of the expression of DEGs that may contribute to the alleviated ammonium toxicity

To verify the expression of several key DEGs that may contribute to alleviated ammonium toxicity, we performed quantitative RT-PCR (qRT-PCR) assays with independent samples collected from the *P. notoginseng* roots under different treatments (CK, 15A, 15N, and 15AN). We selected 10 genes that are commonly deregulated in 15N and 15AN treatments but not in 15A, i.e., 6 up-regulated and 4 down-regulated ones, identified in the RNA-Seq data (Fig. 4a and b, Additional file 2: Figure S6a to S6d, Additional file 1: Table S29 and Table S32), which potentially alleviate ammonium toxicity.

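Of the unknown genes among those selected, XLOC_035411 rose in 15N and 15AN. It was at 117 ± 16.6 FPKM in CK, 87.7 ± 17.1 in 15A, 289.7 ± 5.97 in 15N, and 415 ± 36.4 in 15AN, with log2 fold changes against 15A of 1.73 ± 0.14 (adjusted p = 2.9e-05) in 15N and 2.24 ± 0.14 (adjusted p = 2.7e-06) in 15AN. Against CK it was 1.32 in 15N (adjusted p = 3.0e-05, a call lost with each library at the same total and with quantile normalization) and 1.83 in 15AN (adjusted p = 4.9e-06). XLOC_109320 fell from 526 ± 41.5 FPKM in CK to 111 ± 8.09 in 15N (-2.23 ± 0.12, adjusted p = 4.7e-07) and 208 ± 12.4 in 15AN (-1.33 ± 0.12, adjusted p = 1.9e-05). It was at 351 ± 62.5 FPKM in 15A, from which 15AN differed by -0.74 (adjusted p = 1.4e-03) and 15N by -1.64 (adjusted p = 2.3e-05). The text of the paper gives the locus of XLOC_057761, XLOC_035411, and XLOC_109320. The others were looked up by description, and no locus was matched to them by its values.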

**Fig. 4:**
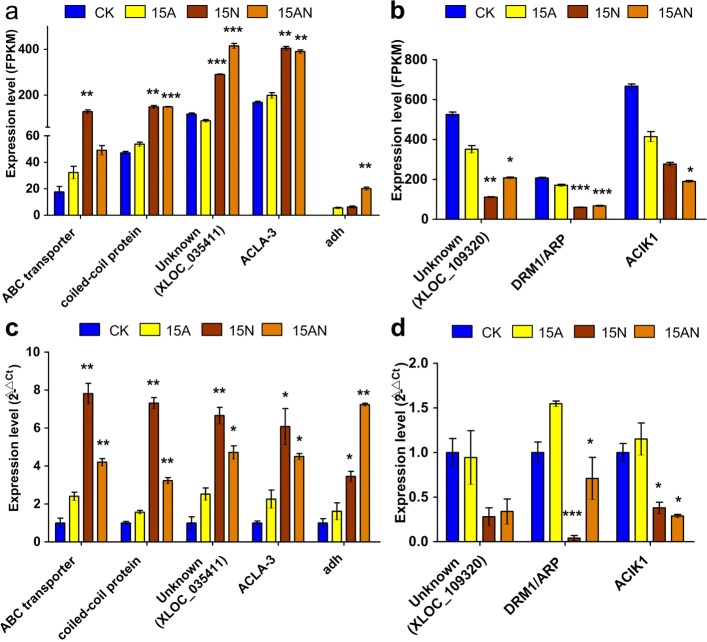
Validating expression patterns of up- or down-regulated genes in the 15N and 15AN treatments but not in 15A treatment by qRT-PCR in *P. notoginseng*. All values shown are mean values ± standard errors (S.E.). The asterisks indicate significant differences compared with the 15A treatment under the same treatment conditions (Student’s *t*-test). Standard deviations were calculated from three technical replicates. The results shown were reproduced with three biological replicates. * represents *P*-values <0.05; ** represents *P*-values <0.01; *** represents *P*-values <0.001. **a** and **b** The up- and down-regulated genes in the 15N and 15AN treatments detected using RNA-seq profiles in *P. notoginseng*. (**c**) and (**d**) The expression levels of the up- and down-regulated genes in Part (**a**) and (**b**), respectively, verified using qRT-PCR

The qRT-PCR results show that four of the six commonly deregulated genes in 15N and 15AN, i.e., an ABC transporter, a coiled-coil protein, an unknown gene (XLOC_035411), and *ACLA-3*, show up-regulated expression levels in 15N and 15AN when compared to 15A using qRT-PCR experiments (Fig. 4c and Additional file 1: Table S29), which is the same as those in RNA-seq profiles. 

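Loci with the words alcohol dehydrogenase in their description rose in several cases. The words also cover short-chain alcohol dehydrogenases, so these loci need not be enzymes of ethanol fermentation. Of 31 tested, 4 were higher in 15A, 5 in 15N, and 3 in 15AN, with 3 higher in all 3 treatments, and 1 was lower in 15N and 1 in 15AN. XLOC_054840, a short-chain alcohol dehydrogenase, rose from 617 ± 28.6 FPKM in CK to 1979 ± 256 in 15A (log2 fold change 1.67, adjusted p = 4.4e-07), 1950.3 ± 78.1 in 15N (1.66, adjusted p = 4.9e-07), and 1511 ± 58.2 in 15AN (1.29, adjusted p = 4.0e-06). In 15AN its call was lost with quantile normalization. XLOC_138643, of the same description, rose by 1.34, 1.16, and 1.21 on the log2 scale, calls that were lost with a pseudocount of 5 and with each library scaled to the same total.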

ADH, commonly up-regulated in 15A, 15N and 15AN treatments, also has up-regulated expression levels in 15N and 15AN in the qRT-PCR experiments. The expression of three of the four down-regulated genes, i.e., an unknown gene (XLOC_109320), DRM1/ARP, and ACIK1, in 15N and 15AN treatments were validated using qRT-PCR (Fig. 4d, Additional file 2: Figure S6d, and Additional file 1: Table S29). It should be noticed that the *P. notoginseng* plants used in qRT-PCR experiments were not the same as those used in RNA-seq profiling. Therefore there could be small discrepancy between the expression levels obtained in qRT-PCR experiments and those in RNA-seq profiles, such as those of ADH.

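Among the tested loci, 1 is described as an auxin-repressed protein, XLOC_062625. It was at 4983 ± 221 FPKM in CK, 4209 ± 640.2 in 15A, 4431 ± 71.6 in 15N, and 6191 ± 176 in 15AN and was not called against CK in any treatment (log2 fold change -0.25, -0.17, and 0.31). Of 5 tested loci described as the kinase At5g01020 or like it, 1 was lower in all 3 treatments and 1 was higher in 15A. XLOC_139658 was the lower one, with 12.8 ± 0.352 FPKM in CK, 4.27 ± 0.897 in 15A, 1.91 ± 0.331 in 15N, and 5.89 ± 0.386 in 15AN. Its log2 fold change was -1.40 ± 0.14 in 15A (adjusted p = 1.6e-05), -2.25 ± 0.14 in 15N (adjusted p = 7.1e-07), and just past the threshold in 15AN (adjusted p = 2.1e-04). The call in 15A was lost with a pseudocount of 5, and that in 15AN, among other settings, without CK replicate 1, CK replicate 2, or 15AN replicate 1.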

We also selected 9 and 6 genes that are commonly up- and down-regulated in 15A, 15N and 15AN treatments for verification using qRT-PCR (Additional file 1: Table S32). The qRT-PCR results show that the expression levels of these genes have no unified patterns (Additional file 2: Figure S6). After performing GO and KEGG pathway analysis for the 384 and 425 commonly up- and down-regulated genes in 15A, 15N and 15AN treatments, we found that the up-regulated genes are mainly enriched in various metabolic processes, including oxidoreductase activity, acting on paired donors, with oxidation of a pair of donors resulting in the reduction of molecular oxygen to two molecules of water (GO:0016717); unsaturated fatty acid biosynthetic process (GO:0006636); and unsaturated fatty acid metabolic process (GO:0033559). The enriched KEGG pathways of up-regulated genes include Biosynthesis of unsaturated fatty acids (ath01040) and Fatty acid metabolism (ath01212). 

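Several genes of unsaturated fatty acid synthesis rose in all 3 treatments. Of 53 tested, 16 were higher in 15A, 15 in 15N, and 12 in 15AN, 10 of them in all 3, while 1 was lower in 15A and 1 in 15AN, the same as adjusted over the list alone. XLOC_006457, described as a fatty acid acetylenase, rose from 545 ± 10.5 FPKM in CK to 2878 ± 536 in 15A (log2 fold change 2.38, adjusted p = 1.7e-07), 4258 ± 280.4 in 15N (2.96, adjusted p = 4.9e-08), and 2262 ± 49.1 in 15AN (2.05, adjusted p = 8.8e-07). The omega-6 desaturase XLOC_118874, which makes linoleic acid, rose from 2678 ± 64.6 to 11379 ± 670.0 FPKM in 15N (2.09 ± 0.10, adjusted p = 2.3e-07). It was also higher in 15A (1.58) and 15AN (5742 ± 166 FPKM), calls lost with each library scaled to the same total or by quantiles, as the log2 fold changes fell under 1 (lowest 0.95 and 0.72). The omega-3 desaturase XLOC_045291, which makes linolenic acid, rose from 53.5 ± 2.01 FPKM to 250.5 ± 15.6 in 15A (2.21, adjusted p = 9.1e-09) and 273 ± 11.1 in 15N (2.33, adjusted p = 6.1e-09), and was also higher in 15AN (1.35, adjusted p = 2.9e-07). The list was called higher by camera in 15A (adjusted p = 9.0e-04), 15N (adjusted p = 2.5e-04), and 15AN (adjusted p = 0.012). With an estimated correlation these were adjusted p = 0.54, 0.57, and 0.71, and the call in 15AN was also lost with quantile normalization and with a mean of at least 10 FPKM. Pyruvate decarboxylase XLOC_118325, the first step of ethanol fermentation, rose from 776 ± 13.1 FPKM in CK to 2764 ± 105 in 15A (1.83, adjusted p = 2.6e-08) and 2457 ± 49.7 in 15N (1.66, adjusted p = 4.1e-08), and was also higher in 15AN (1.08, a call lost with each library scaled to the same total or by quantiles, as it fell under 1, lowest 0.66). A non-symbiotic hemoglobin, XLOC_095048, of a family induced by low oxygen and by nitrate, rose from 265 ± 11.1 to 1130.2 ± 293 FPKM in 15A (2.06, adjusted p = 1.6e-06) and 950.3 ± 21.4 in 15N (1.84, adjusted p = 3.4e-06). Of 39 genes of fermentation and low oxygen, 7 were higher and 1 lower in 15A, 8 and 2 in 15N, and 5 and 2 in 15AN, also adjusted over the list alone, and the list was not called (adjusted p = 0.70, 0.34, and 0.46).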

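Several peroxidases fell in all 3 treatments. XLOC_075988, described as peroxidase 42, fell from 165 ± 5.55 FPKM in CK to 20.0 ± 2.09 in 15A (log2 fold change -2.99 ± 0.10, adjusted p = 1.9e-08), 18.7 ± 2.05 in 15N (-3.09 ± 0.10, adjusted p = 1.3e-08), and 36.2 ± 2.46 in 15AN (-2.16 ± 0.10, adjusted p = 2.4e-07). XLOC_056684, a class III peroxidase, fell from 85.8 ± 5.26 to 9.21 ± 1.55, 6.84 ± 0.376, and 15.2 ± 0.339 FPKM. Of 79 tested genes of this list, 19 were lower and 3 higher in 15A, 20 and 6 in 15N, and 20 and 3 in 15AN, with 13 lower in all 3 and the same counts adjusted over the list alone. Camera called the list lower in 15A (adjusted p = 0.027, lost with no filter), 15N (adjusted p = 8.6e-04), and 15AN (adjusted p = 1.5e-03). With an estimated correlation these were adjusted p = 0.39, 0.086, and 0.10. Defence proteins went both ways. The class III chitinase XLOC_039214, which breaks down fungal cell walls, fell from 6.15 ± 1.18 FPKM in CK to 0.160 ± 0.139 in 15A (-2.62, adjusted p = 1.0e-05), 0.0777 ± 0.0777 in 15N, and 0.0227 ± 0.0393 in 15AN. Of 66 genes of pathogenesis and defence, 5 were higher and 6 lower in 15A, 7 and 9 in 15N, and 5 and 10 in 15AN, the same as adjusted over the list alone, and the list was not called (adjusted p = 0.96, 0.50, and 0.26). Dehydrin 4, XLOC_074865, a protein that accumulates under water deficit, fell from 635 ± 35.6 to 126 ± 7.43 FPKM in 15N (-2.33, adjusted p = 1.3e-05), with -1.78 in 15A and -1.24 in 15AN. Among 241 heat shock proteins and chaperones, 13 were higher and 14 lower in 15A, 6 and 23 in 15N, and 6 and 26 in 15AN (27 lower adjusted over the list alone), and 10 were lower in 15N and 15AN but not in 15A. The list was not called (adjusted p = 0.81, 0.34, and 0.057). XLOC_004509, a class I small heat shock protein, fell from 25.0 ± 3.83 FPKM to 4.26 ± 2.92 in 15N (-2.46, adjusted p = 6.7e-04) and 3.54 ± 1.74 in 15AN (-2.59, adjusted p = 5.7e-04).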

And down-regulated genes are mainly involved in response to stresses, including response to stimulus (GO:0050896); response to chemical (GO:0042221); response to organic substance (GO:0010033). 

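Several genes of phenylpropanoid and flavonoid synthesis fell in the treated roots. Flavanone 3-dioxygenase XLOC_046728, an enzyme of flavonoid synthesis, fell from 18.2 ± 2.15 FPKM in CK to 1.86 ± 1.50 in 15A (log2 fold change -2.86, adjusted p = 2.5e-05), 1.11 ± 0.142 in 15N (-3.18, adjusted p = 1.3e-05), and 0.912 ± 0.209 in 15AN (-3.33, adjusted p = 1.3e-05). Cinnamoyl-CoA reductase XLOC_000739, an enzyme of lignin synthesis, fell from 14.3 ± 2.66 to 2.16 ± 1.55 FPKM in 15A (-2.40, adjusted p = 2.0e-03) and 1.49 ± 1.14 in 15N (-2.70, adjusted p = 9.8e-04). Laccase-14 XLOC_018189, of the oxidases that polymerize lignin, rose from 89.8 ± 1.73 FPKM to 881 ± 135 in 15A (3.27, adjusted p = 2.1e-08), with 3.24 in 15N and 2.46 in 15AN. Of 73 tested genes of this list, 5 were higher and 15 lower in 15A (16 lower adjusted over the list alone), 4 and 13 in 15N, and 4 and 11 in 15AN. Camera did not call the list (adjusted p = 0.57 in 15A, 0.45 in 15N, and 0.35 in 15AN).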

The enriched KEGG pathways of down-regulated genes include Metabolic pathways (ath01100) and Biosynthesis of secondary metabolites (ath01110). These results suggest that these genes probably contribute to the general stress responses and metabolic processes.

### Validation on metabolites involved in the alleviation pathway of *ACLA-3*

Previous studies have demonstrated an imbalance of carbon and nitrogen metabolism is an important mechanism for ammonium toxicity [24–26]. By using RNA-seq analysis, this study showed the gene, *ACLA-3*, played an important role in the TCA cycle, which could involve in the alleviation pathway of ammonium toxicity by regulating the carbon and nitrogen metabolism of *P. notoginseng*. Thus, this study determined the metabolites contents and enzymes activities, which might relate to the pathway involving the gene of *ACLA-3*. Compared to CK, the 15A treatment significantly increased the accumulation of free NH _4_^+^, which is mainly reason for imbalance carbon and nitrogen metabolism [24–26], however, the accumulation could be significantly decreased with the 15AN treatment (Fig. 5a). Moreover, compared to CK, the 15A treatment significantly decreased the content of organic acids (malate, citrate, succinate and fumarate, Fig. 5b) and carbohydrates (soluble sugar, glucose, sucrose and starch, Fig. 5c), as well as the activity of MDH, ICDH and PEPC of the TCA cycle (Fig. 5d), but all of those could be increased with the 15AN treatment (see more details in Additional file 1: Table S30 and S31, respectively). Among of the contents of main amino acid, Gln and Thr have decreased contents in 15N treatment when compared to 15A; Arg has a decreased content in 15AN treatment when compared to 15A (Additional 2: Figure S7). Thus, these results suggested that *ALCA-3* is involved in nitrate-dependent alleviation of ammonium toxicity by regulating related carbon metabolism.

**Fig. 5:**
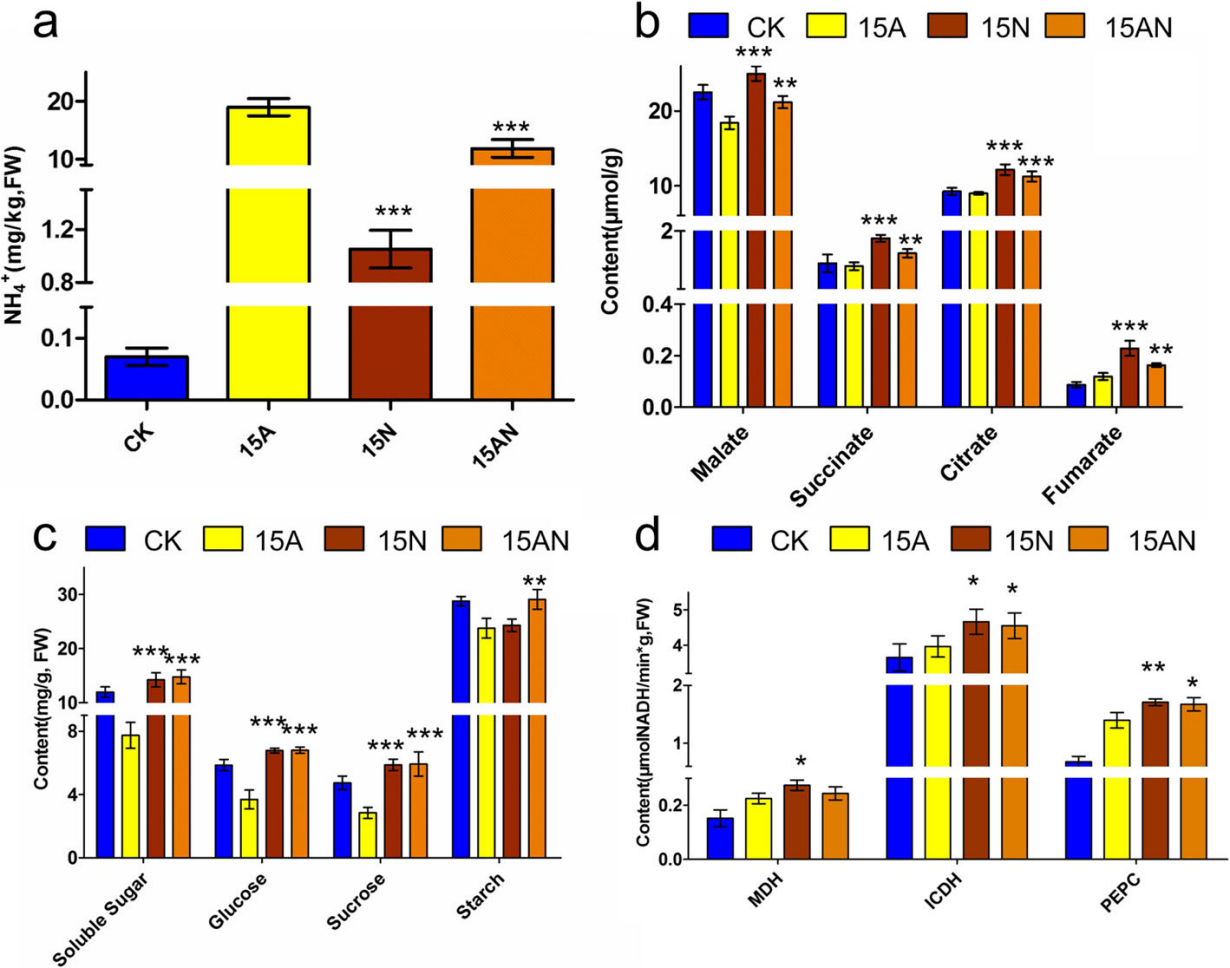
The contents of some metabolites associated with TCA metabolic pathway in *P. notoginseng* roots under different forms of nitrogen treatments. All values shown are mean values ± standard errors (S.E.). The asterisks indicate significant differences compared with the 15A treatment under the same treatment conditions (Student’s *t*-test). Standard deviations were calculated from three technical replicates. The results shown were reproduced with three biological replicates. * represents *P*-values <0.05; ** represents *P*-values <0.01; *** represents *P*-values <0.001. **a** Effects of the different forms of nitrogen treatments on changes of organic acids in TCA cycle of *P. notoginseng*. **b** The changes of organic acid synthases in TCA cycle. **c** The changes of major sugar compounds in TCA cycle. **d** The NH _4_^+^ content in TCA cycle

## Discussion

### Nitrate alleviates the inhibitory effect of ammonium on the plant growth

Ammonium toxicity can inhibit the root growth, then restrain the development of aboveground, subsequently reduce crop production and may even result in death [10, 27]. Hoopen et al. [28] indicated that barley seedlings *(H. vulgare)* treated for 3 days with nutrition solution containing 1.5 mM NO _3_^−^, then transplanted to a complete nutrition solution containing 3 or 6 mM NH _4_^+^ for 5 days, the fresh root weight is decreased by 28%—32%, comparing with that treated with 1.5 mM NO _3_^−^. Li et al. [29] found that only the root tip or whole root of *A. thaliana* in contact with NH _4_^+^ containing medium can inhibit the root elongation. Liu et al. [30] found that the root tip cell length and division are evidently decreased in the meristem zone of *A. thaliana* when supplied with ammonium. Thus, the root specifically the root tip is the primary part that sensitive to ammonium toxicity. The present study suggested that *P. notoginseng* seedlings treated with ammonium alone can inhibit the growth and biomass accumulation obviously (Additional file 1: Table S1, S2, and S3, Fig. 1a, Additional file 2: Figure S1, S2). Furthermore, the root elongation and root activity of *P. notoginseng* seedlings are significantly inhibited by the increasing concentration of ammonium, and root plasma membrane also is severely damaged (Fig. 1b). However, addition of NO 3− can alleviate the inhibitory effect caused by ammonium (Fig. 1, Additional file 2: Figure S1, S2). These results are similar to that of Yang et al. [15], who found that *A. thaliana* seedlings treated with NH_4_NO_3_ as N source had an approximately 10-fold longer root length compared to that treated with NH 4+ as N source. Consequently, it is suggested that NO 3− can alleviate ammonium toxicity effects on the growth of *P. notoginseng* seedlings.

### The unbalanced metabolism of carbon and nitrogen caused by NH 4+ is one of the causes of poisoning to *P. notoginseng* roots

It is widely accepted that NH 4+ assimilated primarily into organic compounds via glutamine synthetase/glutamate synthase pathway (GS/GOGAT; GS, EC 6.3.1.2; GOGAT, EC 1.4.1.14) [31], which catalyzes NH 4+ and *α*-ketoglutarate to synthesize glutamate. In regular growing, the carbon/nitrogen metabolism of plant is in equilibrium. The NH 4+ absorbed by plants needs to be converted into amino acids by *α*-ketoglutarate as a carbon frame under the action of NH 4+ assimilation enzymes, and then converted into protein by plants.

However, the plant absorbs NH 4+, will consume a lot *α*-ketoglutarate. When the plant itself is low carbohydrate content, or when the amount of carbohydrates converted to *α*-ketoglutarate by the TCA cycle is insufficient for NH 4+ assimilation, it will cause an unbalance in the carbon and nitrogen metabolism of the plants, which in turn will cause poisoning to the plants. For example, Ariz et al. [26] study found that increased NH 4+ concentration results in reduced *Pisum sativum* Linn carbohydrate content as a cause of ammonium toxicity. Vega-Mas et al. [32] also considered that the cause of ammonium toxicity in tomato is that the large amount of NH 4+ assimilation leads to imbalance of its carbon and nitrogen metabolism. When exposed to ammonium stress, plants will initiate their own defense mechanisms to reduce the impact of ammonium stress on carbon and nitrogen metabolism imbalance. In that equilibrium, *α*-ketoglutarate in plant which is a intermediate product of TCA cycle, is enough for NH 4+ assimilation. Wherein, PEPC, MDH and ICDH are the key enzymes affecting the production of *α*-ketoglutarate during the TCA cycle [33, 34].

Interestingly, there is a widely consensus that elevating carbohydrate content can increase the organic acids synthetases activity of TCA cycle to alleviate ammonium toxicity. For instance, addition exogenous C can increase PEPC activity [35]; high irradiance improves carbohydrate content and organic acids synthetases activity [36]; elevated CO_2_ increases carbohydrate content and removes the inhibition of ammonium toxicity on organic acids synthetases activity [32, 37]. In addition, Setié et al. [38] indicated that tomato seedlings (Agora Hybrid F1) treated with 10 mM nitrate solution have higher *α*-ketoglutarate content than that treated with 10 mM ammonium solution. As shown above, our results indicate that NO 3− can up-regulate ACLA-3 and other compounds in the TCA cycle (Fig. 5a and 6), which subsequently increases the activity of organic acids synthetases (Fig. 5b), contents of carbohydrates (Fig. 5c). These potentially will increase the content of *α*-ketoglutarate for accelerating NH 4+ assimilation. Our results indicate that the content of NH 4+ was significantly decreased when adding nitrate, as shown in Fig. 5d.

**Fig. 6:**
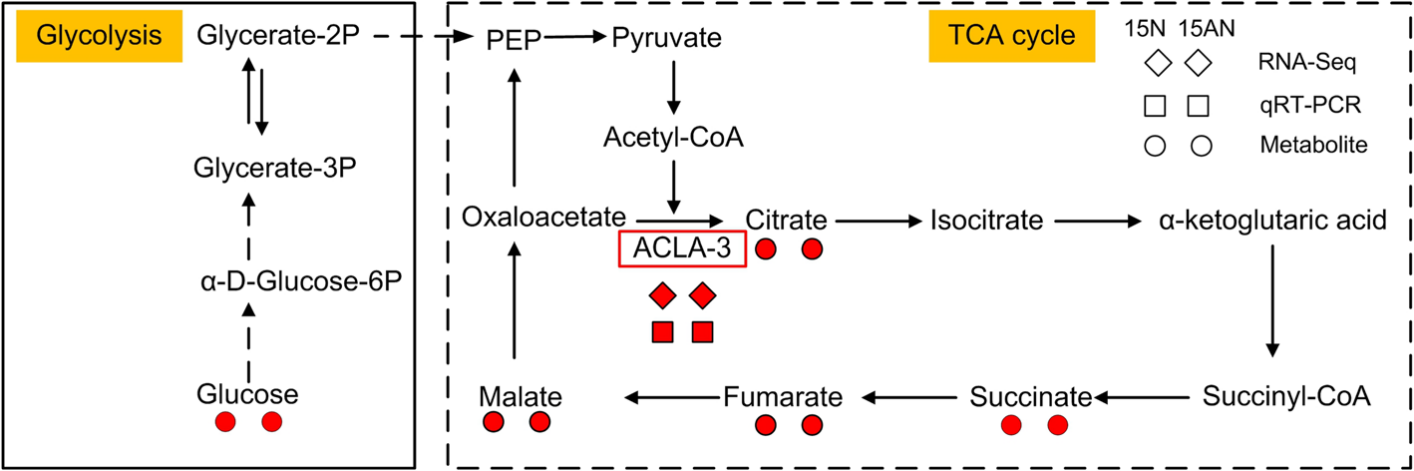
Schematic representation of glycolysis and TCA cycle in *P. notoginseng*. Solid arrows represent direct procedures. Dashed arrows represent indirect procedures. The red squares and red diamonds below the *ACLA-3* gene in the red rectangle mean that *ACLA-3* is up-regulated in 15N and 15AN treatments but not in 15A treatment as validated with qRT-PCR and RNA-seq, respectively. Red circles represent up-regulated metabolites

### Nitrate alleviates ammonium toxicity by enhancing *ACLA-3*

The imbalance of carbon and nitrogen metabolism is an important mechanism for ammonium toxicity [26]. On the one hand, the imbalance is due to excessive free NH 4+ accumulation in plants, which needs massive carbohydrates to assimilated it [39, 40]. On the other hand, the imbalance is due to the reducing of carbohydrate accumulation, which is caused by inhibiting photosynthesis [41]. In view of this, decreasing the accumulation of NH 4+ or increasing the accumulation of carbohydrate is considered to be an effective way for ammonium toxicity alleviation. Studies have indicated that exogenous addition of CO 32− [14], HCO 3− [42], glucose [43] or increasing irradiance [36] or CO_2_ [32, 37] can improve the carbohydrate accumulation to alleviate ammonium toxicity by balancing carbon and nitrogen metabolism. Interestingly, all of these measures are related to the TCA cycle, which can provide *α*-ketoglutarate, a primary carbon skeleton for NH 4+ assimilation. For instance, Roosta et al. [14] have demonstrated addition CO 32− can improve the PEPC activity of cucumber seedlings under ammonium toxicity. Vega-Mas et al. [37] showed that increasing the ambient CO_2_ concentration also improves the synthase activity in the TCA cycle of tomato plants under ammonium stress. Thus, the TCA cycle has a significance in the alleviation of ammonium toxicity.

Based on the results of RNA-seq, we found *P. notoginseng* roots in 15N and 15AN treatments have 117 and 268 common up- and down-regulated genes, respectively (Fig. 2c, d). Then the expression pattern of 5 and 3 significantly up- and down-regulated genes were confirmed using qRT-PCR, respectively (Fig. 4c to d, Additional file 1: Table S28, S29 and S32). These results show the expression of *ACLA-3* (XLOC-057761) is significantly up-regulated (Figure 6) in both 15N and 15AN treatments when compared to 15A treatment. This gene is homologous with *ACLA-3* (AT1G09430) of *A. thaliana*, mainly participate in modulating TCA cycle [44, 45]. 

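Tested directly against 15A, XLOC_057761 was higher in 15N by 1.04 ± 0.13 on the log2 scale (adjusted p = 5.1e-04), and in 15AN by 0.99 ± 0.13 (adjusted p = 3.4e-04), which is just under the fold threshold of 1. The call in 15N was lost without 15A replicate 1 or 15A replicate 2 (lowest 0.92). In 15AN the gene was called without 15A replicate 3, without 15AN replicate 2, with each library scaled to the same total, by the median of ratios, or by quantiles, and with no fold threshold. Between 15AN and 15N it differed by -0.05 ± 0.13 (adjusted p = 0.82). The effect of nitrate with ammonium, less that without it, was -0.28 ± 0.19 (adjusted p = 0.24). The paper proposes that nitrate activates the TCA cycle through ACLA-3, so that more α-ketoglutarate is made for ammonium assimilation and the toxicity is relieved. It draws on the expression of this gene in 15N and 15AN, by RNA-seq and by quantitative RT-PCR in other plants. Its further grounds are the homology with a gene of the TCA cycle and the enrichment of that cycle among the higher genes. Measured metabolites, enzyme activities, and free ammonium in the roots are used as well.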

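The deposited annotation places XLOC_057761 on scaffold1857, on the minus strand, over 12293 nt, where it overlaps 1 annotated gene. No protein or nucleotide description is attached to it.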

Our results also indicated that several key metabolites, i.e., citrate, succinate, fumarate, and malate, in the TCA cycle are also significantly enhanced in both 15N and 15AN treatments (Fig. 6). These results suggest that nitrate addition can activate TCA cycle by up-regulating *ACLA-3* to synthesize more *α*-ketoglutarate for accelerating NH 4+ assimilation, and alleviate the ammonium toxicity (Fig. 6), which is also noticed in other species [20]. Thus, the activation of TCA cycle represents a conserved mechanism for the recovery of plant growth when adding nitrate to plants under ammonium stress.

As reported previously, ammonium toxicity causes an imbalance of carbon/nitrogen metabolism [39, 40]. Therefore, maintaining carbon/nitrogen metabolism balance can effectively avoid ammonium toxicity, which means to reduce the uptake of NH 4+ or to increase *α*-ketoglutarate content. Several researches indicated that addition NO 3− [10, 46] can reduce the uptake of NH 4+ to alleviate ammonium toxicity. Hachiya et al. [47] further supported the idea of NO 3− addition can up-regulated the expression of genes that related to nitrate signal in *A. thaliana*. Moreover, Yang et al. [15] showed ammonium and nitrate combination can increase auxin content to alleviate ammonium toxicity of *A. thaliana*; Zheng et al. [13] found NO 3− addition can regulate slow anion channels genes (*SLAH3*) to alleviate ammonium toxicity of *A. thaliana*. Our results show that addition of NO 3− can alleviate ammonium toxicity in *P. notoginseng* root potentially by activating *ACLA-3* and the TCA cycle, as reported in other species [20]. To summarize, the alleviation of ammonium toxicity when adding nitrate might be realized through multiple mechanisms.

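Loci described as ABC transporters, pumps that move many compounds across membranes, mostly did not change. Of 85 tested, 2 were higher and 5 lower in 15A than in CK, 2 and 4 in 15N, and 1 and 5 in 15AN, and none was higher in 15N and 15AN but not in 15A. Most genes did not change in general, as 14.3% of all genes tested changed in 15A, 14.5% in 15N, and 12.2% in 15AN. The wider list of 101 ABC transporter genes had 5 higher and 6 lower in 15A, 4 and 7 in 15N, and 3 and 8 in 15AN, also adjusted over the list alone, and was not called by camera (adjusted p = 0.79, 0.72, and 0.90). XLOC_084851, described as an ABC transporter of the F family, was at 31.2 ± 3.06 FPKM in CK, 29.1 ± 9.07 in 15A, 54.5 ± 0.374 in 15N, and 61.1 ± 4.95 in 15AN. Its log2 fold change against 15A was 1.09 in 15AN (adjusted p = 1.8e-03), a call lost without 15A replicate 1 and with a pseudocount of 5. Among 28 loci described as coiled-coil proteins, 1 was higher in 15N and 15AN but not in 15A. This was XLOC_087435, with 47.1 ± 3.47 FPKM in CK, 53.6 ± 5.05 in 15A, 148 ± 21.2 in 15N, and 148 ± 6.43 in 15AN, and log2 fold changes against CK of 1.63 ± 0.11 in 15N (adjusted p = 1.2e-06) and 1.64 ± 0.11 in 15AN (adjusted p = 2.0e-06). Both loci were named after their values were seen, and the text of the paper gives no locus for either gene.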

An ABC transporter gene and a coiled-coil protein gene were also verified to have increased abundances in both 15N and 15AN treatments (Fig. 4a and c). ABC transporter is involves in the transportation of a large variety of nutrients, biosynthetic precursors, trace metals and vitamins, which is essential for the normal growth of plants [48–52]. Thus, the enhanced ABC transporter gene potentially contribute to the recovered growth when adding nitrates. The coiled-coil protein genes often involved in gene regulation whose relation to the relieved toxicity when adding nitrate will need more studies. Among the confirmed down-regulated genes in both 15N and 15AN treatments, DRM1/ARP (dormancy-associated gene-1/auxin-repressed protein) is a marker for dormancy release and expressed in tissues other than dormant axillary buds with high expression often localized to non-growing tissues [53]. Our results suggest that DRM1/ARP is repressed when adding nitrate to recover normal tissue growth (Fig. 4b and d). ACIK1 is serine/threonine-protein kinase At5g01020-like, whose relation to the relieved ammonium toxicity awaits further work. To summarize, these results suggest that there could be other parallel pathways that contribute to the alleviation of ammonium toxicity when adding nitrate (Table 1).

## Conclusion

Extravagant use of ammonium fertilization affected the quality of *P. notoginseng*, and reduced the overall root biomass of *P. notoginseng*. In this study, we found that ammonium stress leads to the destruction of plasma membrane integrity in roots of *P. notoginseng* and the inhibition of root growth. Using both RNA-seq and qRT-PCR, we identified that *ACLA-3* is up-regulated after introducing NO 3− to *P. notoginseng* roots under NH 4+ stresses, which contributes to the recovery of root integrity and growth. These results offer new insight toward a better understanding on the mechanism of higher yield of *P. notoginseng* root, as well as other crops, when ammonium and nitrate fertilizer are simultaneously used.

## Materials and methods

### Plant material

Xiaohong Ou and Xiuming Cui undertook the formal identification of the plant material used in the study. Two-year old *P. notoginseng* seedlings used for hydroponics were collected from the greenhouse of Faculty of Life Science and Technology, Kunming University of Science and Technology (24 ^∘^ 51 ^′^ 0 ^′′^ N, 102 ^∘^ 52 ^′^ 2 ^′′^ E, altitude 1835 m), Yunnan, China by Xiaohong Ou and Peiran Liao. Seedlings with similar growing status were randomly selected for experiments.

### Sandy culture

A pot with 10 kg quartz sand was used for a six months sandy culture. Four treatments with three replicates were selected, respectively were CK (Control); 15A (15 mM NH 4+); 15N (15 mM NO 3−); 15AN (15 mM NH 4++15 mM NO 3−). Hoagland’s solution was modified according to the N treatments, NO 3− was replaced with Ca(NO_3_)_2_, NH 4+ was replaced with (NH_4_)_2_SO_4_, NH 4++ NO 3− was replaced with NH_4_NO_3_. The final concentrations of the other macro-elements were 2.5 mM K_2_SO_4_, 7.5 mM CaSO_4_, 1 mM K_2_HPO_4_, and 1 mM MgSO_4_. The final concentrations of micro-elements were 50 *μ*M EDTA-Fe, 7 *μ*M Mn, 0.7 *μ*M Zn, 0.8 *μ*M Cu, 2 *μ*M B, 0.8 *μ*M Mo. To prevent the nitrification of NH 4+, 7 *μ*M dicyandiamide (a nitrification inhibitor) was added in all solutions. The solution pH was adjusted within the range of 6.0–6.1. Each pot was poured 1 L solution every week, and transplanted eight 2-yr old seedlings, others were same with regular managements. After six months cultivation, all the seedlings were harvested to determine plant height, leaf length and width, hair root length, rhizoma diameter, root diameter and biomass by Xiaohong Ou and Peiran Liao.

### Hydroponic culture

Xiaohong Ou and Peiran Liao used hydroponic culture to examine effects of different forms of nitrogen treatments on antioxidant system of *P. notoginseng* seedlings. Seedlings with similar growth vigor were washed off soil with tap water and washed three times with deionized water, then soaked in 2% NaClO for 2 h and washed up NaClO with deionized water. After that, seedlings were pretreating with completely nutrient solution for one week, and the solution was renewed every two days. The composition of the nutrient solution was referred to Roosta et al. [54], containing 0.25 mM NH_4_NO_3_, 0.2 mM KH_2_PO_4_, 0.2 mM K_2_SO_4_, 0.3 mM CaSO_4_, 0.3 mM MgSO_4_, 50 *μ*M EDTA-Fe, 7 *μ*M MnSO_4_, 0.7 *μ*M ZnCl_2_, 0.8 *μ*M CuSO_4_, 2 *μ*M H_3_BO_3_, 0.8 *μ*M Na_2_MoO_4_. The treatments and solutions composition of hydroponic culture were same with those of the sandy culture, which were CK (Control); 15A (15 mM NH 4+); 15N (15 mM NO 3−); and 15AN (15 mM NH 4+ + 15 mM NO 3−). Each treatment was replicated three times, and nutrient solution of each pot was renewed every two days. Six seedlings that pre-treated with above procedure were transplanted to each pot. On the third day, three seedlings of each treatment were harvested, then washed clean, divided into shoots and roots, frozen immediately with liquid nitrogen, stored at -80 ^∘^C for RNA extraction and metabolites determination. The hair roots of each seedling were used for root activity and plasma membrane integrity. In addition, the length of same hair root for each treatment was respectively measured on the first, third and fifth day.

### Examining root activity

Root activity was analyzed by the triphenyl tetrazolium chloride (TTC) method [55] by Xiaohong Ou and Peiran Liao. TTC is a chemical that is reduced by dehydrogenases, mainly succinate dehydrogenase, when added to a tissue. The dehydrogenase activity is regarded as an index of the root activity. Briefly, approximately 0.5 g fresh root was immersed in 10 mL of equally mixed solution of 0.4% TTC and phosphate buffer, and kept in the dark at 37 ^∘^C for 2 h. Subsequently, 2 mL of 1 mol/L H_2_SO_4_ was added to stop the reaction with the root. The root was dried with filter paper and then extracted with ethyl acetate. The red extractant was transferred into the volumetric flask to reach 10 mL by adding ethyl acetate. The absorbance of the extract at 485 nm was recorded. Root activity was expressed as TTC reduction intensity. Formally, root activity was calculated with the following equation, *a*=*r*/(*w*×*t*), where *a* is root activity (*μ*g/(g ×h)), *r* is TTC reduction (*μ*g), *w* is the fresh root weight (g), and *t* is time (h).

### Examining root plasma membrane integrity and relative root elongation

Hair roots on the third day of treatments were used to examine the root plasma membrane integrity and relative root elongation by Xiaohong Ou and Peiran Liao. Evans blue staining indicates cell death, and the degree of staining in the root provides a semi-quantitative measurement of membrane permeability. Briefly, approximate one cm of the root tips were used for plasma membrane integrity by using the Evans-Blue (E-B) staining method [56]. Hair roots were thoroughly rinsed with deionized water, gently blotted and weighed. *P. notoginseng* root tips were stained with 0.5% (v/v) E-B solution for 10 min at room temperature, rinsed three times with deionized water for a total of 10 min and photographed. Relative root elongation (%) is calculated by (root length increment of treatment / root length increment of control) ×100%.

### RNA extraction and sequencing

Briefly, total RNA was extracted from each root tissue using the TRIzol reagent (Invitrogen, Thermo Fisher Scientific Inc., USA) and digested with DNase I (Takara, Dalian, China) according to the manufacturer’s protocol. Then, the integrities of the RNAs were checked using an ultraviolet spectrophotometer (Hoefer, MA, USA), based on the ratio of the optical density at 260 nm to that at 280 nm (OD260/280 = 1.8—2.0). And total RNA were also assessed by electrophoresis in a agarose gel, which was visually judged the integrity of 18s and 28s ribosomal RNAs. After using an Agilent 2100 Bioanalyzer to determine the quality and concentration of each sample. The RNA-Seq libraries was constructed according to the manufacturer’s suggestion. The RNA-Seq libraries were sequenced by Illumina Hiseq 2000 sequences at BGI, shenzhen, China. The obtained RNA-Seq profiles had been deposited to NCBI under GEO the accession number, GSE112437. The qualities of the obtained RNA-Seq profiles were evaluated with the FASTQC program (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

### Bioinformatics analysis of RNA-seq profiles

The raw reads of the datasets were aligned to the genome of *P. notoginseng* [21]. The reference genome [21] was built the index of using Bowtie2 v2.1.0 [57]. We used Tophat v2.0.13 [58] to align the sequencing reads to the reference genome [21] with the options of “-a 6 -r 50 -G”. Then, Cufflinks (v2.2.1) was used to assemble, Cuffmerge (v2.2.1) was used to merge the transcriptomes with the options of “- 40”, Cuffcompare (v2.2.1) was used to compared the self-assembled to the reported gene annotation with its default parameters [21], Cuffquant (v2.2.1) was used to calculate the gene expression levels with the options of “-u -p 4", and Cuffnorm (v2.2.1) was used to normalize the gene expression levels as FPKM with the options of “-p 16" (Fragments Per Kilo basepairs per Million sequencing tags) [22]. The assembled genes were annotated by being aligned to the NCBI non-redundant nucleotide (Nt) database with BLASTN and NCBI non-redundant nucleotide protein (Nr) database using BLASTX with the option of “-e 1E-5”.

Gene expression levels under one of the groups with different treatments greater than 5 were used to perform Principal Component Analysis (PCA) analysis and clustering analysis. FPKM values plus one of genes were log2-scaled and then applied to the prcomp function in the psych library in R to perform PCA. Then the log2-scaled FPKM values of genes were used to calculate the correlation coefficient matrix of samples which was applied to the pheatmap function in the pheatmap library in R to perform hierarchical clustering of samples. The abundances of genes were compared to control to identify Differentially Expressed Genes (DEGs) using the edgeR package [23]. Genes with a FDR <0.05 values and fold change |log_2_FC |>1 values were used as the significantly DEGs. We selected 117 up-regulated and 268 down-regulated genes under 15N and 15AN treatments but not under 15A treatment to perform a bi-clustering with the clustergram function in MatLab (MathWorks, Natick, MA, USA). KOBAS 3.0 was used to obtain Gene Ontology (GO) term and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway [59, 60]. The GO terms with multiple test corrected *P*-values ≤0.05 and KEGG pathways with *P*-values ≤0.05 were regarded as significantly enriched terms and pathways, respectively.

### Real-time PCR

We collected roots of *P. notoginseng* plants grown in Kunming, Yunnan, China to validate the expression levels using the quantitative real-time PCR (qRT-PCR) experiments. On the third day of the hydroponic culture, three seedlings of each treatments were collected, root of each seedling was separated and frozen by liquid nitrogen, then stored at -80 ^∘^C. Total RNA extraction of each sample was same with that for sequencing. cDNA synthesis was referred to Livak et al. [61]. Briefly, 4 *μ*g of total RNA was mixed with 1 *μ*l of Oligo (dT _18_) primer (Thermo, Thermo scientific technology, USA), 200 U of Revert Aid M-MuL Virus RT (Thermo) in the presence of 20 U of RiboLock RNase inhibitor (Thermo). Oligonucleotide primers for genes were designed using Primer Express Software (Applied Biosystems, Foster City, CA). After RT, 20 ng of cDNA from the same cDNA batch was subjected to RT-PCR to amplify all genes in triplicate in a total reaction volume of 15 *μ*l using Roche SYBR Green Master mix (Roche, Basel, Swiss), and the required amount of forward and reverse primers. Reactions were conducted on a LightCycler (Roche, Roche Life Science, CH) using the following cycling conditions: pre-incubation at 95 ^∘^C for 10 min, 3-step amplification at 95 ^∘^C for 10 sec, 60 ^∘^C for 30 sec, and 72 ^∘^C for 1 min. All samples were run in triplicate and each cDNA sample was run in duplicate. Expression of *P. notoginseng* *ACT*2 was used as an internal control for target gene expression. The gene expression was calculated based on the 2 ^−△△*Ct*^ method [61]. All the primer sequences of DEGs for real-time PCR were designed by Primer 5.0 software (Additional file 1: Table S28), and primers were synthesized by Tsingke Genomics Institute (Kunming, China).

### Assay method

#### NH 4+ determination

NH 4+ concentration was determined according to Husted et al. [62]. 0.5 g fresh root tissue was homogenized with 5 ml deionized water on ice, then centrifuged at 25,000 g (2 ^∘^C) for 10 min. The supernatant was used for NH 4+ concentration determination by colorimetric.

#### Amino acids determination

Amino acids were measured by HPLC according to Geiger et al. [63]. Approximately 60 mg root was placed in a screw cap tube and extracted sequentially for 15 min at 70] ^∘^C with two 250 *μ*l of 80% aqueous ethanol (buffered with 10 mM HEPES-KOH, pH 7.0), one 250 *μ*l of 50% aqueous ethanol (buffered with 10 mM HEPES-KOH, pH 7.0) and one 250 *μ*l of 10 mM HEPES-KOH, pH 7.0. The extract was centrifuged between each step (5 min, 14,000 g). The supernatants were combined and measured by HPLC (Agilent 1120, Palo Alto, CA, USA).

#### Carbohydrate determination

Total soluble sugar concentration was determined by anthrone method according to Siddiqi et al. [64]. 0.5 g root sample was homogenized using a mortar and pestle with 10 ml distilled water, then centrifuged at 1,000 ×g for 10 min, the supernatant was collected. After appropriate dilution of the supernatant, soluble sugar was colorimetric assayed at 630 nm by adding concentrated HCl, 45% formic acid, and anthrone/sulphuric acid solution.

Glucose and sucrose were measured by spectrophotometry method according to Stitt [65]. 0.5 g root sample was homogenized with 10 ml 80% ethanol, then centrifuged at 3,000 ×g for 10 min. The supernatant was used for glucose and sucrose measurement.

#### Organic acids determination

0.5 g fresh root sample homogenized with 1.5 ml 5% trichloroacetic acid, centrifuged at 10,000 ×g for 10 min, supernatant was used for organic acids determination [25]. Organic acids analyzed by HPLC method with Aglient 1200 (USA) and an Intramax (4.6 mm ·250 mm, 5 *μ*m) column. Mobil phrase was 3% methanol 0.01 M K_2_HPO_4_ (pH=2.55), flow rate was 0.5 ml ·min^−1^, column temperature was 30 ^∘^C, injection volume was 10 *μ*l, detective wavelength was 210 nm [66].

#### Enzymatic assays

Enzymatic assays were determined according to Sarasketa et al. [11]. Fresh roots were homogenized using a mortar and pestle with 20 *μ*l of extraction buffer per mg of FW [10 mM MgCl_2_, 1 mM EDTA, 1 mM EGTA, 10 mM dithiothreitol (DTT), 0.1% Triton X-100, 10% glycerol, 0.05% bovine serum albumin (BSA), 0.5% polyvinylpolypyrrolidone (PVPP), 50 mM HEPES pH 7.5] in the presence of a cocktail of proteases inhibitors [1 mM phenylmethylsulfonyl fluoride (PMSF), 1 mM *ε*-aminocaproic acid, 10 *μ*M leupeptin]. Homogenates were then centrifuged at 4,000 g for 30 min at 4 ^∘^C and the supernatants recovered.

For phosphoenolpyruvate carboxylase (PEPC): 100 mM Tricine-KOH (pH=8), 5 mM MgCl_2_, 5 mM NaF, 0.25 mM NADH, 6.4 U of malate dehydrogenase/ml, 2 mM NaHCO_3_ and 3 mM phosphoenolpyruvate; for MDH: 100 mM HEPES-KOH (pH=7.5), 5 mM MgSO_4_, 0.2 mM NADH, 2 mM oxaloacetate; for NADP-dependent isocitrate dehydrogenase (ICDH): 100 mM Tricine-KOH (pH=8), 0.25 mM NADP, 5 mM MgCl_2_, and 5 mM isocitrate.

#### Statistical analysis

All the data analyses were conducted with SPSS 18.0 (USA), Student’s *t*-test was used to compare the significant difference between the data with CK or ammonium treating and that with nitrate or combination treating.

## Supplementary information

**Additional file 1** Supplementary tables. This is an MS Excel file. This file includes 32 supplementary tables.

**Additional file 2** Supplementary figures. This is a pdf file. This file includes 7 supplementary figures.

## Data Availability

The datasets generated during and/or analyzed during the current study are available in the NCBI GEO database, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112437.

## Abbreviations

*ACLA-3*: ATP-citrate lyase A-3
BSA: Bovine serum albumin
CK: Control
DEGs: Differentially expressed genes
DTT: Dithiothreitol
E-B: Evans-Blue
FDR: False discovery rate
FPKM: Fragments per kilo basepairs per million sequencing tags
GO: Gene ontology
ICDH: NADP-dependent isocitrate dehydrogenase
KEGG: Kyoto encyclopedia of genes and genomes
*P. notoginseng*: *Panax notoginseng*
PCA: Principal component analysis
PEPC: Phosphoenolpyruvate carboxylase
PMSF: Phenylmethylsulfonyl fluoride
PVPP: Polyvinylpolypyrrolidone
TTC: Triphenyl tetrazolium chloride

How the deposited data were processed for this re-analysis (not part of the article)

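The data are 12 RNA-seq libraries of P. notoginseng roots, with 3 libraries for each of CK, 15A, 15N, and 15AN. According to the paper, the authors aligned the reads to the P. notoginseng genome with TopHat v2.0.13 and Bowtie2 v2.1.0, assembled transcripts with Cufflinks, and computed FPKM with Cuffnorm v2.2.1. The deposited table holds these FPKM values for 146330 loci, with the position and the database descriptions of each locus, and no read counts. The authors called differentially expressed genes with edgeR on values the paper gives as FPKM, over all loci. This step was not repeated, because edgeR takes read counts. The enrichment of GO terms and KEGG pathways was not repeated either, and gene lists were tested in its place. No genome sequence was used.

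Depth is known from the paper's Table S4 as 22429751 to 22912096 mapped reads per library. Without counts, the precision of a single value follows from the spread of the 3 libraries. From the steps between low FPKM values, the worth of 1 read was estimated relative to CK replicate 1. It was 1.00 to 1.03 times as much in CK, 1.35 to 1.47 times in 15A, 1.34 to 1.37 times in 15N, and 1.18 to 1.22 times in 15AN. The estimate is the most frequent ratio of low values to those of CK replicate 1. In the other libraries 10.1% to 15.7% of the loci used lay at it, so it is rough. FPKM were used as scaled by the authors, with 1 added before the log2. The 22592 loci with a mean of at least 5 FPKM in at least 1 group were tested, of which 1903 are shorter than 300 nt.

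Groups were compared in 1 linear model of the 4 groups with limma 3.58.1 (eBayes with trend) in R 4.3.3. The comparisons were each treatment against CK, 15N and 15AN against 15A, 15AN against 15N, and the interaction of ammonium and nitrate, which is the difference between 15AN and 15A less the difference between 15N and CK. The p-values are two-sided and were adjusted by Benjamini-Hochberg over the genes tested. The thresholds are an adjusted p under 0.05 and a log2 fold change over 1 in size. Genes called in 15N and 15AN but not in 15A were also compared with 15A directly. The method was tested on simulated data, in which 200 changed genes were placed in 15N and 15AN. These genes were drawn from loci with a mean log2(FPKM + 1) over the log2 of 20, so recovery at lower FPKM was not tested. At log2 changes of 1.25, 1.5, 2, and 3, the method called 90%, 88%, 94%, and 98% of them in 15N and 92%, 90%, 94%, and 96% in 15AN. For overlaps, 4 unchanged groups, CK among them, were simulated 20 times, and the number that independent lists of the same sizes share was computed. Figures were drawn with matplotlib.

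The comparisons, thresholds, alternatives, gene lists, and the rule for named genes were set before the data were examined, and what was added later is given as such. Parts of the paper's Tables S5 and S6 and Fig. 4, which show values of some of these genes, had been read by then. The 32 lists collect loci by their description: TCA cycle, ATP-citrate lyase, photosynthesis and light harvesting, porphyrin and chlorophyll metabolism, nitrate uptake, nitrate and nitrite reduction, ammonium uptake and assimilation, glutamate decarboxylase and GABA, starch and sucrose metabolism, glutathione metabolism, auxin, cytokinin, ethylene, abscisic acid, gibberellin, fermentation and low oxygen, heat shock proteins and chaperones, peroxidases and oxidative stress, pathogenesis and defence proteins, unsaturated fatty acid synthesis, triterpene saponin synthesis, phenylpropanoid and lignin synthesis, cell wall loosening and growth, vacuolar membrane transport, ABC transporters, aquaporins, cell cycle and histones, cytosolic ribosomal proteins, reference genes, ribosomal RNA, plastid and mitochondrial genome, and other organisms. A description may come from the protein or the nucleotide search, so that a few members carry another name in the other search. Each list was tested with camera in limma with a preset correlation of 0.01 and again with an estimated one, adjusted over the 32 lists of a comparison. With the preset correlation 5 lists were called in 15A against CK, 7 in 15N against CK, 8 in 15AN against CK, 1 in 15N against 15A, and none in 15AN against 15A, where 0 is also the count with the estimated correlation in each comparison. Named genes are those the paper pairs with a locus, the 8 largest changes in each direction per comparison among described genes with a mean of at least 20 FPKM and no overlap between the groups, and up to 4 called members of each list. For 3 libraries against 3, groups do not overlap by chance for 10% of genes. Loci that match the description of a gene family the paper names were added. A part of these genes is named in the text.

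The alternatives were a pseudocount of 0.1 or 5, no filter, a mean of at least 10 FPKM, loci of at least 300 nt, loci that overlap an annotated gene, scaling to the same total, by the median of ratios, or by quantiles, a fit of the 2 groups compared, eBayes without trend or with the robust option, no fold threshold, an adjusted p under 0.01, the replicate number as a block, and leaving out each of the 12 libraries in turn. Replicate numbers did not pair the libraries, so no block was used. For gene lists the libraries were left out after the data were seen, as was the use of loci with a mean and a standard deviation of at least 5 FPKM for correlations and components. How often other groupings of the libraries give counts as large was taken from all 10 splits of a pair of groups and from 100 groupings of the 12 libraries. Quantitative RT-PCR, metabolites, and root measurements were not analysed here.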

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

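The tests of depth, of a CK sample under the label of 15A replicate 1, and of the higher and the lower genes taken apart were chosen after the results were seen.

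The effect of nitrate differed with and without ammonium for 5093 genes, by a test of that difference itself, with 2315 positive and 2778 negative. With each library scaled to the same total 6811 were positive and 923 negative, so the balance of the signs depends on the scaling. In 100 groupings of the 12 libraries the highest other counts were 1378 and 1357 (1 of 100 as large for each, the real one). Shuffled labels break up all group differences at once, so this does not test the interaction apart from the effects of ammonium and nitrate. If a group repeats 1 pool, differences between plants are not covered either. Many of the 5093 genes had changed in both 15A and 15N. Of the 521 genes higher in all 3 treatments 460 had a negative interaction, and of the 701 lower ones 611 had a positive one, with a 15AN change of 0.443 times the sum of the other two at the median. Noise of the CK libraries enters both the choice of genes and the sum. Against it stand the medians for genes chosen on 2 CK libraries and measured with the CK library left out. They were -2.00 to -1.87 for the higher genes and 1.93 to 1.99 for the lower ones. For the higher genes the authors' scaling cannot be told apart from a response that levels off, since with each library scaled to the same total 269 of the 521 had a negative interaction. For the lower genes the scalings cannot decide it, although 578 of the 701 had a positive interaction under the scaling that leaves fewest. The median interaction of all genes was -0.08 with the authors' scaling. It was 0.68 with the same total, -0.08 with the median of ratios, and -0.01 with quantile normalization. The median of ratios, with library factors of 1.01 to 1.03, could hardly differ from the authors' scaling. No scaling lowered the median interaction, so positive interactions could hardly be lost. A response of the roots that saturates with total nitrogen is a candidate explanation that was not tested, since total nitrogen is higher in 15AN by design.

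Between 15AN and 15N, a comparison the paper does not report, 632 genes were higher and 766 lower in 15AN. With each library scaled to the same total 855 were higher and 493 lower, so that the balance depends on the scaling. The 10 splits of 6 libraries are too few for a share under 0.05. The real count was 1398 and the highest other 2.

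The CK libraries stood apart from those of all 3 nitrogen treatments. A single CK library with noise is argued against, since 1108 or more of the 1222 genes changed in the same way in all 3 treatments kept their calls without any 1 of the 3 CK libraries. So is the total of mapped reads, with a ratio of the paper's mapped reads in CK to those of the other libraries of 1.00. The depth left for most loci stays open. Judged by the steps between low values, 1 read was worth 1.35 to 1.47 times as much in 15A as in CK replicate 1. In 15N it was worth 1.34 to 1.37 times and in 15AN 1.18 to 1.22 times as much. These are rough estimates, since 10.1% to 15.7% of the loci used lay at the ratio taken for a library. Each treated library also had fewer loci above 0 FPKM than each CK library. The authors' scaling cannot be told apart for the set as a whole. Of it 887 genes kept their calls with each library scaled to the same total, but that scaling lowers the treated roots against CK at the median, so that the lower genes could hardly lose theirs. For the higher genes taken apart it stays open, since 186 of 521 kept their calls. For the lower genes it cannot be decided either, since no scaling raised the treated roots against CK by much at the median. The median log2 fold changes in 15A, 15N, and 15AN were 0.08, 0.08, and 0.07 with the authors' scaling. They were 0.02, 0.04, and 0.04 with quantile normalization, under which 624 of 701 kept their calls, and 0.08, 0.09, and 0.08 with the median of ratios. The factors of the median of ratios were 1.01 to 1.03, so it could hardly differ from the authors' scaling. Scaling to the same total depends on the most abundant loci. Those over 500 FPKM held 48.6% of the FPKM in CK, 63.5% in 15A, 61.7% in 15N, and 55.6% in 15AN. A response to nitrogen in any form is a hypothesis that stays open beside the authors' scaling for the higher and the lower genes.

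Photosynthesis transcripts in 15A replicate 1 were as high as in CK. Of the 50 genes 45 were above their mean in 15A replicates 2 and 3, by 1.33 on the log2 scale at the median, against 0.08 over all genes tested. A CK sample under the wrong label is argued against, since the highest r of this library with a CK library was 0.850 and its lowest with a 15A library 0.922. Reads of green tissue in this library may be a source and stay open. Loci described as the Rubisco small chain, of which 1 was above 0 in it, were 3.57 times as high in sum as in 15A replicates 2 and 3, with 214 FPKM against 62.4 and 57.5. CK was at 56.3, 58.4, and 66.6 FPKM, so 15A replicates 2 and 3 were not below CK here as they were for the photosynthesis genes. In 15N the sum was 15.0 to 20.2 FPKM and in 15AN 21.6 to 24.4, below each CK library. The Rubisco small chain thus fell in the groups with nitrate and in no 15A library, on a sum that rests mostly on 1 locus. Light or a greening root crown in these seedlings would raise the same transcripts and was not tested.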

How the results depend on the processing

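The tests of gene lists with 1 library left out and those with loci of a mean and standard deviation of at least 5 FPKM were chosen after the results were seen.

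Of the design results under all settings, 626 values stayed within the limits set and 103 moved, none reversed. For single genes and lists 7125 values kept direction and call, 20 gained the call, 167 lost it, and 7 reversed. Many of these values could hardly change, so the tally does not measure how firm the calls are. With no fold threshold each call of a gene is kept by construction. A library outside the 2 groups compared has little influence. Without a 15N replicate, 3198 to 3205 of the 3233 genes called in 15A against CK kept their calls. Counts of changed genes stayed within 1.5 times when any 1 library was left out, with the replicate block, without trend, with the robust option, and at an adjusted p under 0.01. Unless named, the cause was not tested. With an estimated correlation 0 lists were called in 15A against CK, 0 in 15N against CK, 0 in 15AN against CK, and 0 in 15N against 15A. With loci of at least 300 nt the r of the same treatment was 0.967 and component 1 held 37.6%. With annotated loci only, which are fewer by construction, 425 genes were higher in 15AN than in 15A, 392 in 15AN than in 15N, 271 in 15N than in 15A, and 79 in the set higher in 15N and 15AN but not in 15A. With a mean and standard deviation of at least 5 FPKM r was 0.912 and component 1 held 26.7%. With a mean of at least 10 FPKM, which tests fewer genes, 981 genes were lower in 15A, 1120 in 15N, and 453 in all 3, and 1465 had a positive interaction. With no filter r was 0.976 and component 2 held 19.6%, 1 list was called in 15AN against 15A and 15 in 15AN against CK, 2443 genes were lower in 15A, 2668 in 15N, 2386 in 15AN, and 1125 in all 3, and 3692 had a positive interaction. With no fold threshold, where more genes pass by construction, 6916 genes were higher in 15A, 6523 in 15N, 5898 in 15AN, 3618 in all 3, 3343 in 15AN against 15A, 2801 in 15AN against 15N, 2164 in 15N against 15A, 622 in 15N and 15AN but not in 15A, and 239 of those also against 15A. Lower were 4640 in 15A, 4699 in 15N, 4341 in 15AN, 2364 in all 3, 4709 in 15AN against 15A, 3341 in 15AN against 15N, 3003 in 15N against 15A, 674 in 15N and 15AN but not in 15A, and 386 of those also against 15A, with 6306 negative and 4560 positive interactions. A pseudocount of 0.1 gave an r of 0.915 and 27.6% for component 1. A pseudocount of 5, which shrinks folds at low FPKM by construction, gave 0.965 and 34.3%, and 1128 genes higher in 15A, 771 in 15AN, 314 in all 3, 375 in 15AN against 15A, 346 in 15AN against 15N, 244 in 15N against 15A, 74 in 15N and 15AN but not in 15A, and 25 of those also against 15A. Lower were then 776 in 15A, 909 in 15N, 868 in 15AN, 376 in all 3, 576 in 15AN against 15A, 457 in 15AN against 15N, 296 in 15N against 15A, 176 in 15N and 15AN but not in 15A, and 41 of those also against 15A, with 1327 positive interactions. With quantile normalization 1 list was called in 15AN against 15A and 5 in 15N against 15A, and XLOC_057761 reversed in 15A (-0.18) and in the interaction (0.29), as did XLOC_084702 in 15A (-0.30) and in the interaction (0.19), with 0 in 15N. Loci of equal rank get the same value in each library by construction. Scaling to the same total, under which the median interaction of all genes was 0.68, called 4 lists in 15AN against 15A, 5 in 15AN against CK, and 5 in 15N against 15A. It gave 580 genes higher in 15A, 639 in 15N, 682 in 15AN, 186 in all 3, and 1154 in 15AN against 15A, and 3836 lower in 15A, 3313 in 15N, 1322 in all 3, 516 in 15AN against 15A, 493 in 15AN against 15N, 384 in 15N against 15A, and 62 of the lower genes in 15N and 15AN but not in 15A that were also lower than 15A. Interactions were then 923 negative and 6811 positive, and XLOC_057761 reversed in 15A (-0.39) and in the interaction (0.58). Scaling to unit variance gave 35.7% and 19.2% for components 1 and 2. With 1 library left out component 1 held 28.0% to 34.6%, component 2 18.4% to 23.9%, and the lists called were 0 to 1 in 15AN against 15A and 0 to 4 in 15N against 15A, highest without 15A replicate 1 and lowest without 15N replicate 2. A fit of the 2 groups compared gives no interaction. Depth limits what can be read at low FPKM, since 44560 expressed loci have a mean under 10.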

Differences from the paper's values

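The tests with loci of a mean and standard deviation of at least 5 FPKM were chosen after the results were seen. The paper counts 425 genes lower in 15A, 15N, and 15AN, and 701 were found here at the paper's thresholds with limma. For counts, no longer differing means lying within a set ratio to the paper's count, not equality with it. This limit is wide. Of the 27 alternatives set before the data were examined 5 lie within it, and the others do not. A pseudocount of 5 gave 376 and a mean of at least 10 FPKM gave 453. Loci of at least 300 nt gave 635 and loci that overlap an annotated gene gave 611. An adjusted p under 0.01 gave 614. The counts of 635, 611, and 614 are still well above 425. The 521 genes higher in all 3 treatments, more than the paper counts, lie within the limit too. In Fig. 2c the genes higher in 15A and 15AN but not in 15N are about 80, read by eye, against 130 here. Under 7 alternatives this no longer differs, namely a pseudocount of 5, a mean of at least 10 FPKM, loci of at least 300 nt, annotated loci, scaling to the same total, an adjusted p under 0.01, and without CK replicate 1. In Fig. 2d the genes lower in 15A alone are about 210, read by eye, against 416 here, which no longer differs under 3, a pseudocount of 5, a mean of at least 10 FPKM, and annotated loci. The genes lower in 15A and 15AN but not in 15N are about 83 in Fig. 2d, read by eye, against 127 here, which no longer differs under 10, a pseudocount of 5, a mean of at least 10 FPKM, loci of at least 300 nt, annotated loci, the median of ratios, an adjusted p under 0.01, and without CK replicate 2, CK replicate 3, 15AN replicate 1, or 15AN replicate 3. With the median of ratios the count of 127 became 124, just within the limit. The 420 genes higher in 15AN alone match the number printed in Fig. 2c.

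For the mean r within CK, Fig. 2b shows about 0.92, read by eye, against 0.954 here, and within 15A about 0.88 against 0.931. Of the 18 alternatives set before the data were examined, a pseudocount of 0.1 alone no longer differs for each. Between CK and 15A the figure shows about 0.8, read by eye, against 0.847. A pseudocount of 0.1 gave 0.781 and a mean of at least 10 FPKM 0.816, which are both 0.8 to the 1 digit read, so that only a tolerance of 0.01 or of the spread between pairs of libraries keeps them apart from the figure. With loci of a mean and standard deviation of at least 5 FPKM, chosen after seeing the values, r was 0.881 within 15A and 0.793 between CK and 15A, and none of the 3 differs any longer.

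Further values bear on statements of the paper about genes. The paper places photosynthesis terms among those of 15N and 15AN and not of 15A. With all libraries 15 of the 50 photosynthesis genes were lower and 8 higher in 15A, and camera did not call the list there (adjusted p = 0.13). With 1 library of 15A left out, after the values were seen, 26 were lower without replicate 1 and 9 without replicate 2 or replicate 3. The call without replicate 1 was lost with an estimated correlation (adjusted p = 0.30). It gives the average abundance of assembled genes as between 10 and 100 FPKM, and 20.3% of expressed loci lie there, though the mean over all loci was 13.1 FPKM. It describes Table S5 as genes with a mean and a variance of at least 5 FPKM. The 7785 loci that table lists are the number with a mean and a standard deviation of at least 5, each in at least 1 group, and all loci in the part of the table examined are among them, while a mean and variance of at least 5 in the same group is met by 13600.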

Other observations

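The tests of gene lists without 1 library were chosen after the results were seen. Several aquaporins, the water channels of cell membranes, fell, 4 of 19 tested in all 3 treatments. XLOC_084337, a PIP2 aquaporin, fell from 28.1 FPKM in CK to 8.42 in 15A (log2 fold change -1.65, adjusted p = 8.0e-06), 4.44 in 15N (-2.42, adjusted p = 6.4e-07), and 7.33 in 15AN (-1.81, adjusted p = 6.5e-06). XLOC_076555, a TIP2-1 aquaporin of the vacuole, fell from 53.5 to 11.4 FPKM in 15N (-2.14, adjusted p = 5.6e-07), was also lower in 15A (-1.38), and was higher in 15AN than in 15A (1.21, adjusted p = 6.1e-05). By treatment, 6 were lower and 2 higher in 15A, 9 lower in 15N (10 adjusted over the list alone), and 5 lower in 15AN. The list was called lower in 15A (adjusted p = 9.0e-04), 15N (adjusted p = 6.9e-06), 15AN (adjusted p = 1.5e-03), and in 15N against 15A (adjusted p = 0.027). With an estimated correlation these were adjusted p = 0.46, 0.26, 0.45, and 0.85. The call in 15A was lost with no filter, and that against 15A without 15A replicate 1 and without 15N replicate 2.

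Genes of triterpene saponin synthesis, which makes the ginsenosides of the root, changed in both directions. Squalene epoxidase XLOC_106575 fell from 8.94 FPKM in CK to 0.871 in 15A (-2.41, adjusted p = 3.4e-06), 0.746 in 15N, and was also lower in 15AN (-2.18), while the squalene epoxidase XLOC_111656 rose from 5.19 to 20.1, 25.3 (2.09, adjusted p = 3.2e-08), and 23.9 FPKM. Of 40 tested, 1 was higher and 2 lower in 15A, 2 and 5 in 15N, and 1 and 3 in 15AN, also adjusted over the list alone, and the list was not called (adjusted p = 0.70, 0.72, and 0.80). Of 126 genes of cell wall loosening and growth, 26 were higher and 24 lower in 15A, 25 and 34 in 15N, and 13 and 30 in 15AN (adjusted p = 0.83, 0.34, and 0.056), with the same counts adjusted over the list alone.

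Other lists were not called in 15A, 15N, or 15AN against CK. The adjusted p was 0.78, 0.60, and 1.00 for 110 cell cycle and histone genes, 0.79, 0.72, and 0.84 for 257 cytosolic ribosomal proteins, 0.86, 0.72, and 0.77 for 80 reference genes, 0.70, 0.078, and 0.32 for 54 ribosomal RNA loci, 0.70, 0.068, and 0.80 for 55 loci of the plastid and mitochondrial genomes, and 0.92, 0.92, and 0.45 for 19 loci described from other organisms. Without 15A replicate 1, left out after the values were seen, the cytosolic ribosomal proteins were called lower in 15A than in CK (adjusted p = 0.012) and higher in 15N (adjusted p = 2.8e-08) and 15AN (adjusted p = 1.8e-05) than in 15A. None of these calls is left with an estimated correlation (adjusted p = 0.36, 0.23, and 0.58).

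The splits of the libraries bear on each count of changed genes. For the pairs of groups the 10 splits are too few for a share under 0.05. The real counts and the highest others were 3233 and 1 for 15A against CK, 3275 and 2 for 15N against CK, 2763 and 2 for 15AN against CK, 1037 and 2 for 15N against 15A, and 1768 and 2 for 15AN against 15A. For the sets over 4 groups, 100 groupings of the 12 libraries were drawn, and in 1 of 100, the real one, the count was as large. This argues against counts that arise whatever the labels of the libraries. If a group repeats 1 pool, it does not cover differences between plants. The real counts and the highest others were 126 and 28 for the genes higher in 15N and 15AN but not in 15A, 318 and 84 for the lower ones, 38 and 19 for those also higher than in 15A itself, 100 and 58 for those also lower, 521 and 2 for the genes higher in all 3, and 701 and 1 for the genes lower in all 3.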
